# The Expression Profiles of mRNAs and lncRNAs in Buffalo Muscle Stem Cells Driving Myogenic Differentiation

**DOI:** 10.3389/fgene.2021.643497

**Published:** 2021-07-07

**Authors:** Ruimen Zhang, Jinling Wang, Zhengzhong Xiao, Chaoxia Zou, Qiang An, Hui Li, Xiaoqing Zhou, Zhuyue Wu, Deshun Shi, Yanfei Deng, Sufang Yang, Yingming Wei

**Keywords:** buffalo, muscle stem cells, mRNAs, non-coding RNAs, myogenesis

## Abstract

Buffalo breeding has become an important branch of the beef cattle industry. Hence, it is of great significance to study buffalo meat production and meat quality. However, the expression profiles of mRNA and long non-coding RNAs (lncRNA) molecules in muscle stem cells (MuSCs) development in buffalo have not been explored fully. We, therefore, performed mRNA and lncRNA expression profiling analysis during the proliferation and differentiation phases of MuSCs in buffalo. The results showed that there were 4,820 differentially expressed genes as well as 12,227 mRNAs and 1,352 lncRNAs. These genes were shown to be enriched in essential biological processes such as cell cycle, p53 signaling pathway, RNA transport and calcium signaling pathway. We also identified a number of functionally important genes, such as *MCMC4, SERDINE1, ISLR*, LOC102394806, and LOC102403551, and found that interference with *MYLPF* expression significantly inhibited the differentiation of MuSCs. In conclusion, our research revealed the characteristics of mRNA and lncRNA expression during the differentiation of buffalo MuSCs. This study can be used as an important reference for the study of RNA regulation during muscle development in buffalo.

## Introduction

There is an annual increase in the global consumption of beef and it is an indispensable food in our modern society, and therefore the beef cattle industry occupies an increasingly important position in modern agricultural practices (Bonny et al., 2015). According to statistics, in 2019, China's beef production was 6.85 million tons and beef imports were 1.66 million tons with a year-on-year increase of approximately 57%. It is anticipated that China's future beef demand will continue to rise. Therefore, China urgently needs a viable and thriving beef cattle industry in order to provide its society with larger amounts of high-quality beef (Mwangi et al., 2019; Ornaghi et al., 2020). There is a need for us to conduct research on the growth and meat quality of locally produced beef as well as to explore the potential molecular information of breeding stocks so as to provide reference values for future breeding protocols (Grigoletto et al., 2020).

In ruminants, skeletal muscle tissue accounts for about 40–60% of the adult animal body weight, which not only determines the level of meat production performance, but also has an important impact on meat quality. There is a group of myoblasts-muscle stem cells (MuSCs), which are the source of skeletal muscle formation and regeneration, and these have the potential for differentiation and proliferation of muscle-derived stem cells (Feige and Rudnicki, 2018; Feige et al., 2018). This is also the current cell model for studying skeletal muscle development. Under certain conditions, these cells can be activated causing the MuSCs proliferate and differentiate.

One of the main challenges in the field of muscle research is to understand how the genes that are involved in specialized muscle functions at the transcriptional and post-transcriptional levels are regulated. Undoubtedly, myogenic regulatory factors (MRFs) (Hernandez-Hernandez et al., 2017), myocyte enhancer factor-2 (*MEF2*) (Taylor and Hughes, 2017), and *PAX3*/*PAX7* genes are the main genes involved in the growth and development of skeletal muscle. Initially, long non-coding RNAs (lncRNAs) were considered to be transcriptional noise but later studies showed these RNAs play an important function in many biological processes (Jae and Dimmeler, 2020). Epigenetic control and transcriptional regulation, translation, RNA metabolism, stem cell maintenance and differentiation, autophagy and apoptosis, embryonic development, and other aspects have also been shown to play important roles (Chen et al., 2020). With the discovery of a large number of important muscle regulators such as lncRNA H19 (Xu et al., 2017), Neat1 (Wang et al., 2019), lnc-133b (Jin et al., 2017), circLOM7 (Wei et al., 2017), more and more ncRNAs related to muscle development have also been widely characterized (Martone et al., 2019). At the same time, the important role of related coding RNAs, lncRNAs, and other molecules in the development of skeletal muscle in agricultural animals are gradually being explored.

So far, with the emergence of RNA structure detection technologies such as Frag-seq (Underwood et al., 2010), (ss/dsRNA)-seq, and SHAPE-seq, have allowed scientists to characterize the structure of RNAs obtained from different tissues and cell components. When these data were combined with knowledge of RNA transformation events, such as miRNA targeting, RNA modification, and the function of RNA binding proteins (RPBs), they have emphasized the importance of RNA structure during gene regulation (Li et al., 2012). Moreover, most of these studies are focused on mRNAs and ncRNAs in order to explore the biological functions of RNA structure.

As a characteristic species of southern China, the potential use of the buffalo as a meat source has gradually attracted attention. The buffalo breeding industry has become a food basket project for urban residents, but the meat production and meat quality of buffalo needs to be improved for it to be an acceptable alternative to cattle (Li et al., 2020). Previously, several breakthroughs have been made in studies of buffalo embryos, stem cells, and somatic cells, covering traits such as milk production, reproduction, and meat production. This culminated in the successful construction of the buffalo genomic DNA sequence map (Low et al., 2019). Recently our laboratory analyzed the regulatory networks of lncRNA-mRNA interactions in the muscle tissue of cattle and buffalo (Li et al., 2020).

However, when compared to cattle, buffalo muscle has the characteristics of possessing greater shear force and consisting of thicker muscle fibers. At present, the molecular mechanisms that regulate buffalo muscle fibers formation are still unclear (Huang et al., 2021). We hypothesized that there are key signaling pathway(s) which control the myogenic differentiation of MuSCs. We, therefore, analyzed the mRNA expression of MuSCs before and after myogenic differentiation through transcriptome sequencing strategies in an attempt to screen the signal pathways that may regulate muscle fiber development. Other recent studies have also shown that differential expression lncRNAs also play an important physiological function during cellular differentiation of MuSCs (Zhu et al., 2017). This study further expands the understanding of skeletal muscle biology, and provides a reference target for the genetic improvement of buffalo and the production and cultivation of meat *in vitro* and *in vivo*.

## Materials and Methods

### MuSCs Culture and Differentiation

All experiments regarding animals were performed in the State Key Laboratory for Conservation and Utilization of Subtropical Agro-bio-resources, and were conducted in accordance with its guidelines for the care and use of laboratory animals. Primary water buffalo MuSCs were isolated and cultured from fetal-derived longissimus muscle as described in Supplementary File 1, using a combination digestion method of type I collagenase and trypsin. MuSCs were cultured in high-glucose DMEM supplemented with fetal bovine serum (Hyclone, USA; 10% FBS and 20% FBS, respectively) and antibiotics [1% penicillin and streptomycin; growth medium (GM)] at 5% CO_2_, 37°C. To induce MuSCs myogenic differentiation, MuSCs were switched to a differentiation medium (DMEM, 2% horse serum; DM) when cells were almost 90% confluent for up to 4 days.

### Sample Preparation

The tissues from Chinese buffalo at embryonic stage (90 days) were collected at a local slaughterhouse in Nanning, Guangxi province. Tissue samples, including muscle, liver, heart, lung, skin, kidney, brain, stomach, and intestine, were collected and immediately frozen in liquid nitrogen. Proliferation of MuSCs was labeled as the GM samples (*n* = 3) and differentiation of these was then called the DM samples (*n* = 3). The samples were kept at −80°C until RNA was isolated.

### Total RNA Extraction

Total RNA from cells and tissues samples were extracted with TRizol reagent (Invitrogen, Carlsbad, CA, USA) in accordance with manufacturer's instructions.

### RNA-Seq and Transcriptome Data Analysis

About 3 μg RNA per sample was used as the initial material for RNA sample preparation. PolyA-Seq libraries were prepared following the described protocol at RiboBio (Guangzhou, China) in accordance with the manufacturer's instructions. The identification of mRNAs and lncRNAs was carried out with reference to RiboBio's technical methods. We have provided a detailed description of the methods and analysis in Supplementary Document 1. All data were uploaded to the GEO database.

### Analysis of Differentially Expressed Genes, mRNAs, and lncRNAs

The RPKM (expected number of Reads Per Kilobase of transcript sequence per Millions base pairs sequenced) value was used to estimate the expression levels of mRNAs and lncRNAs. Genes with a RPKM value of <1 in no <50% of samples were defined as unreliably expressed genes, while those with a RPKM value of ≥1 in more than 50% of samples were considered as reliably expressed genes. Differentially Expressed Genes DE mRNAs, and DE lncRNAs were analyzed using DESeq2, which defined them as reliably expressed genes with |log2 (Fold Change)|>1 and *Q*-values <0.05 between any two groups.

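Lists of differentially expressed features were deposited by the authors for genes, mRNA transcripts and ncRNA transcripts, with the log2 fold change and q-value of each. In these lists the smallest absolute log2 fold change is 1.00003 and the largest q-value is 0.0499992, both among the genes. The RPKM rule for reliably expressed features was applied here to the deposited RPKM values of the same 6 samples. It was met by 2187 of the authors' genes, 2240 of their mRNAs and 84 of their ncRNAs, and not met by 1724 genes, 1924 mRNAs and 52 ncRNAs. With 3 samples per group, more than 50% of the 6 samples must include samples of both groups. A feature that reaches the RPKM minimum in a single group therefore fails, so the change itself can decide whether the rule is met. When edgeR tested only features that meet the rule, with the same thresholds, it called 2197 of 11587 genes, 2264 of 12129 mRNAs and 88 of 475 ncRNAs.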

### Gene Ontology and KEGG Analysis

Gene ontology (GO; http://www.geneontology.org) and KEGG pathway (http://www.kegg.jp) were analyzed as described previously.

### Quantitative Real-Time PCR

Total RNA was extracted using TRizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. Reverse transcription was performed by using the HiScript R II One Step RT-PCR kit (Vazyme, Nanjing, China). RT-qPCR was performed with ChamQ SYBR qPCR Master Mix (Vazyme, Nanjing, China) using the 2^−Δ*ΔCt*^ method. Beta-actin was used as the internal control. All primer sequences used are listed in Supplementary File 2.

### Western Blotting

Cells were collected from different treatment groups, pelleted by centrifugation, and then lysed in RIPA buffer. Total protein was prepared and protein concentrations were determined using the Bradford method. Proteins were then separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and subsequently transferred to nitrocellulose membranes. These were then blocked with 5% skimmed milk powder solution for 1.5–2 h at room temperature. The membranes were then incubated overnight with primary antibodies. Anti-PCNA, anti-CDK2, and anti-β-actin were purchased from Abcam (Cambridge, MA, USA). After that, the membranes were washed with PBS-tween and incubated for 1.5 h with horseradish peroxidase-conjugated secondary antibodies (Abcam, Cambridge, MA, USA). Protein bands were detected after treatment with Super Signal West Femto reagent purchased from Thermo (Thermo Scientific, Karlsruhe, Germany).

### Vector Construction

Construction and sequencing identification of *MYLPF* interference vectors were completed by a Biological Company (GeneCopoeia, Guangzhou, China). The interference MYLPF expression vector plasmids, which were named sh-MYLPF-A, sh-MYLPF-B, sh-MYLPF-C, and the control plasmids were named NC. All primers sequences used are shown in Supplementary File 2.

### Treatment of Cells

Muscle stem cells were grown to 70% confluence and then trypsinized and plated at 5 × 10^5^ cells/well into six-well plates (Thermo Fisher Scientific, USA). They were then transfected with vectors using X-treme GENE HP DNA Transfection Reagent (Roche, Basel, Switzerland). After incubation, the MuSCs were used for the different assays outlined below. In order to induce differentiation of myoblasts, the culture medium was changed to high-glucose DM medium.

### Immunofluorescence and Microscopy

Myoblasts of MuSCs were washed three times with PBS buffer (pH 7.4), and permeabilized for 15 min in PBS containing 0.5% Triton X-100 before fixation in PBS containing 4% paraformaldehyde for 20–30 min. Immunostaining was carried out as follows: cells were incubated overnight at 4°C with primary anti-MyoD1 (1:200; Abcam) diluted in 5% bovine serum albumin. After that, cells were washed with PBS and incubated at room temperature for 3–4 h with the corresponding secondary antibody, goat anti-mouse IgG (H+L; 1:1,000; Invitrogen) diluted in PBS. DNA was visualized using 5 mg/ml DAPI staining. Finally, the prepared cells were washed four times with PBS and observed under a fluorescence microscope (Nikon).

### Statistical Analysis

The quantitative results are presented as means ± SEMs based on at least three independent experiments. Significant variance by treatments in comparison to the untreated samples was determined by one-way ANOVA performed with GraphPad Prism version 8.0 (GraphPad Software, La Jolla, CA, USA). Differences were considered significant when *P*-values were ≤ 0.05.

## Results

### Variation of Phenotypic Characteristics During Differentiation of Buffalo MuSCs

A combination digestion method of type I collagenase and trypsin was used to obtain buffalo fetal-derived MuSCs. This cell type is similar to fibroblasts and spindle-shaped in appearance. These cells have good proliferation capacity (Figure 1A), which is referred to as the proliferation phase (GM samples) of MuSCs. In addition, when the medium was replaced with DM, after 2 days, the cells began to show myotube fusion. On the fifth day, the number of myotubes increased and the myotube fusion became more obvious, which is referred to as the differentiation phase (DM samples) of MuSCs (Figure 1B).

**Figure 1:**
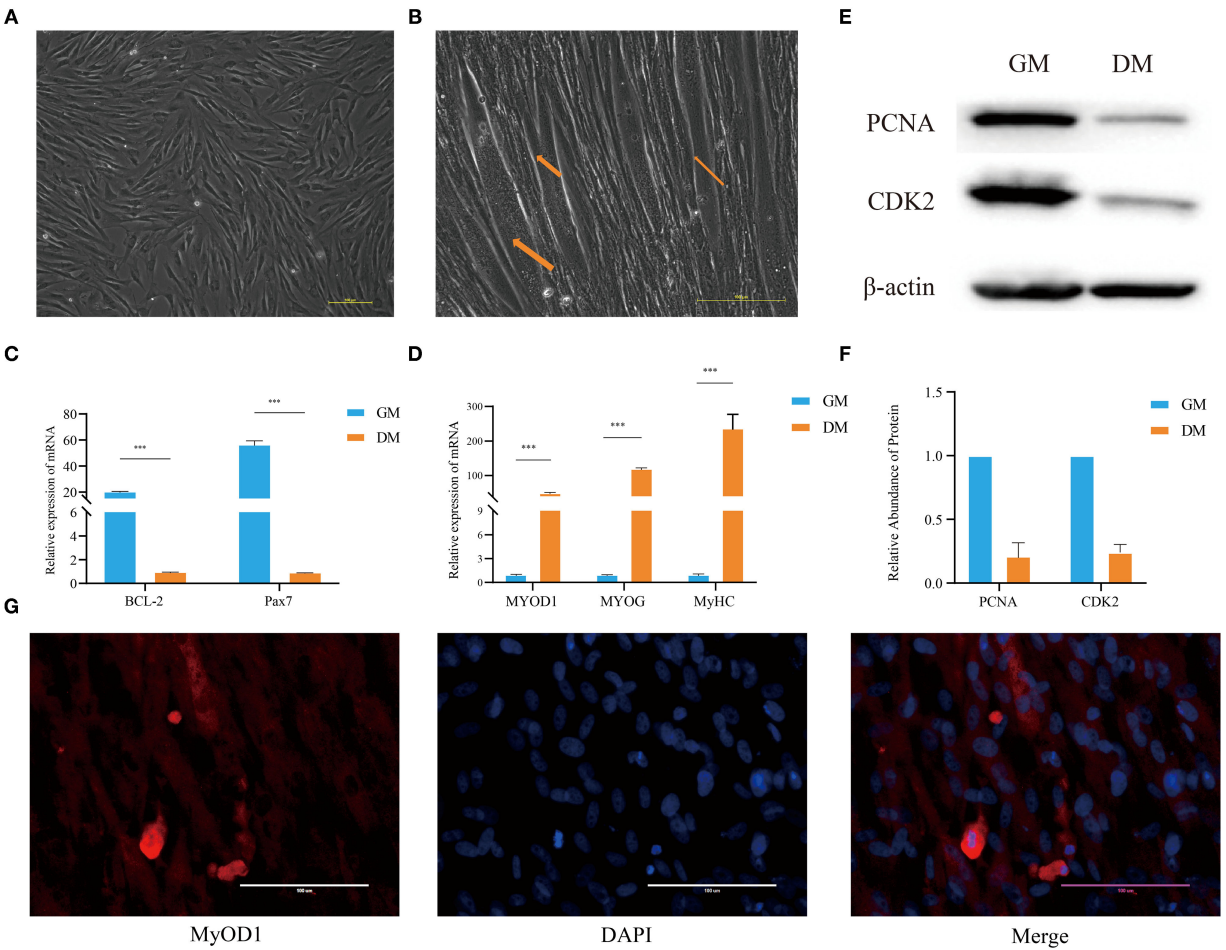
Analysis of the characteristics of buffalo MuSCs during proliferation and differentiation. **(A)** Proliferation phenotype of muscle stem cells (GM samples). **(B)** Differentiation phenotype of muscle stem cells (DM samples). **(C)** MuSCs grown as GM and DM samples were subjected to real-time PCR for *BCL-2* and *Pax7*. **(D)** The differentiation phenotype (DM) samples of MuSCs were subjected to real-time PCR for *MyoD1, MyoG*, and *MyHC*. **(E,F)** MuSCs grown as GM and DM samples were subjected to western blotting for determination of *PCNA* and *CDK2* proteins. **(G)** The differentiation phenotype (DM) samples of MuSCs were subjected to immunofluorescence for *MyOD1*. The data are presented as means ± *SD*s, *n* = 3 per group. *P < 0.05; **P < 0.01; ***P < 0.001. Scale bars = 100/200 μm.

Western blotting showed that the expression of *PCNA* and *CDK2* in MuSCs GM samples were significantly higher than that in DM samples (Figures 1E,F). The expression levels of *BCL-2* and *Pax7* (paired Homeobox transcription factors) in GM samples were significantly higher than those in MuSCs DM samples (Figure 1C). Immunofluorescence experiments showed that the muscle marker molecule, *MyOD1*, was enriched in DM samples of MuSCs (Figure 1G). The expression levels of muscle-derived marker molecules, *MYOD1, MYOG*, and *MyHC*, increased significantly in DM samples of MuSCs (Figure 1D). These results suggest that the cells obtained were MuSCs with the capability of myogenic differentiation.

### PolyA-Seq Characteristics of Buffalo MuSCs

In order to identify the mRNAs and lncRNAs involved in proliferation and differentiation, we compared the polyA-seq status of GM and DM samples of MuSCs (Supplementary Figure S1). 

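Polyadenylated RNA was sequenced from 3 samples of proliferating MuSCs in growth medium (GM) and 3 samples of MuSCs switched to differentiation medium (DM). For each sample the authors deposited the number of reads counted on each gene, each mRNA transcript and each ncRNA transcript, without normalization, beside RPKM values. Counts on genes ranged from 36657735 to 40305237 per GM sample, with a median of 39994537. In DM samples they ranged from 35615864 to 38177614, with a median of 37243591. The ncRNA transcripts held between 286037 and 360673 counts per sample. Genes and transcripts are listed by cattle (Bos taurus) Ensembl identifiers, and the tables name no genome build, so coordinates are given as the tables give them. Counts of DM and GM samples were compared with edgeR's quasi-likelihood test after TMM normalization, separately for genes, mRNAs and ncRNAs. Features with at least 10 counts in total over the 6 samples were tested, and p-values were adjusted by the Benjamini-Hochberg method. A feature was called differentially expressed at an absolute log2 fold change above 1 and an adjusted p-value under 0.05, the thresholds of the paper's methods. Fold changes are DM over GM, so a positive log2 value means higher expression in DM samples. Expression is given as CPM, the counts scaled to the TMM-normalized library size, as mean ± SD over the 3 samples of a group. A group with 3 counts or fewer in each of its samples was taken as at the detection limit, and a fold change against it as a lower bound. These limits cover counting error only. The sample labels name no sequencing batch and no pairing. Deviations of GM and DM samples with the same replicate number showed no positive correlation across genes, which does not exclude a shared origin.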

Analysis of sequencing data revealed that a very large number of clean reads, total maps, and uniquely mapped areas were involved in these processes (Figure 2A). 

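Counts on genes were summed by chromosome for each GM and DM sample and expressed as a percent of the sample's gene counts. The genes fall on 29 autosomes, X, the mitochondrial genome and unplaced scaffolds, which makes 32 groups. In 27 of the 32 groups the 3 GM samples and the 3 DM samples did not overlap, against 10% of groups by chance. The share was higher in DM samples for 7 of these 27 groups and lower for 20. An exact two-sided permutation test gives p = 0.1 for such a group, the smallest p that 3 samples against 3 allow, and 0.119 after Benjamini-Hochberg adjustment over the 32 groups. None therefore reached an adjusted p-value under 0.05. Chromosome 2 moved most, from 5.73 ± 0.0884% of counts in GM samples to 10.5 ± 0.384% in DM samples (SD, n = 3 each). COL3A1 on chromosome 2 alone took 0.859% of counts in GM samples and 3.79% in DM samples. Chromosome 19, which carries COL1A1, rose from 8.15 ± 0.0144% to 9.50 ± 0.151%. Chromosome 25, which carries ACTB, fell from 4.21 ± 0.0423% to 3.16 ± 0.0441%. Without the 50 genes of highest mean count, which hold 18.6% of counts in GM samples and 27.3% in DM samples, 20 groups did not overlap, and 18 of the 27 groups kept their direction. Chromosome 10 and chromosome X then rose, from 4.01 to 4.62% and from 3.10 to 3.37%, while chromosome 4 fell from 2.77 to 2.58%. The mean of chromosome 19 went from 6.39 to 6.27%, but its GM and DM samples then overlapped. Chromosome 2 then took 4.30% of counts in GM samples and 4.38% in DM samples, with overlap between the groups.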

The analysis of uniquely map profiles of MuSCs, showed the distribution for the reads in different chromosomes (Figures 2B,C). Among them, most of the reads from GM and DM samples were found to be targeted to exonic areas.

**Figure 2:**
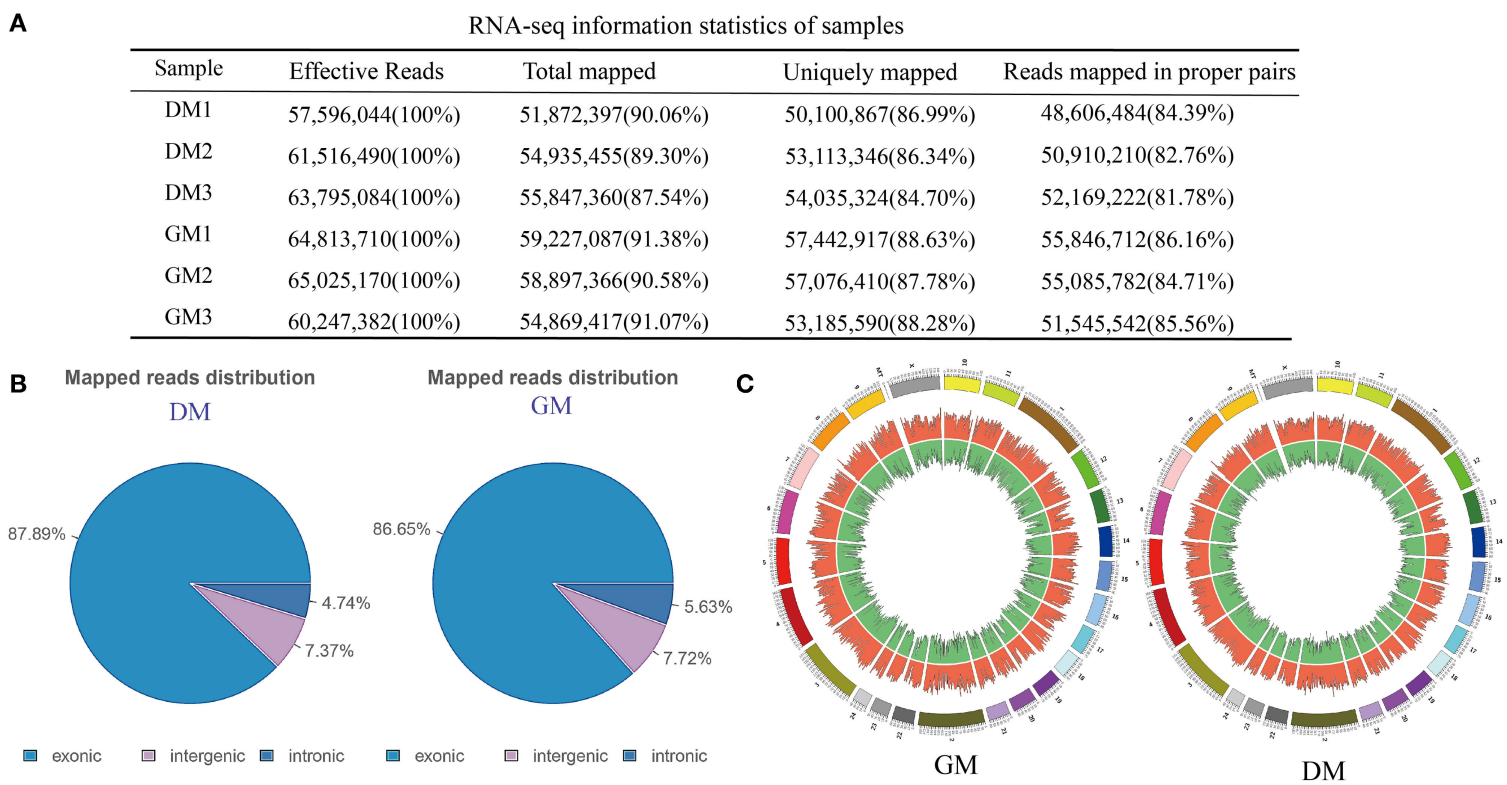
RNA-seq analysis of buffalo MuSCs during proliferation and differentiation. **(A)** RNA-seq information statistics of samples. **(B)** Mapped reads distribution. **(C)** The distribution for the reads in different chromosomes.

### Profiles of DE Genes, mRNAs, and lncRNAs During Differentiation of Buffalo MuSCs

Analysis of sequencing data revealed that a total of 31,819 genes, 57,640 mRNAs, and 11,357 lncRNAs were involved in the proliferation and differentiation of MuSCs (Supplementary Table 1). 

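Of the 24616 genes listed in the deposited table, 18176 had at least 1 count in the 6 samples and 15576 reached the minimum of 10 counts in total. Each GM sample had counts on 16039 to 16131 genes, and each DM sample on 16236 to 16345. For mRNAs, 22118 transcripts were listed, 18398 had a count and 16352 were tested. Between 16624 and 16962 mRNAs had counts in a single sample. The deposited ncRNA table lists 4622 transcripts, of which 1569 had a count and 822 were tested. Between 987 and 1043 ncRNAs had counts in a single sample. Among the tested ncRNAs, 276 were snoRNAs, 229 pseudogenes, 141 miRNAs and 134 processed pseudogenes. The table names no transcript type for lncRNAs.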

We also performed heatmaps and volcano plots for the genes, mRNAs, and lncRNAs in MuSCs (|log2 (FoldChange)|>1, *Q*-value <0.05) (Supplementary Figure S2). 

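In a principal component analysis of log2 CPM over the tested genes, the first component held 80.5% of the variance and separated the GM from the DM samples. The second component held 8.79% and set DM replicate 3 apart from DM replicates 1 and 2. Pearson's r across genes was 0.992 for each pair of GM samples, 0.982 to 0.991 for pairs of DM samples and 0.926 to 0.935 for pairs of a GM and a DM sample. Genes are not independent replicates, so no p-value is given for these r values. For 10714 of the 15576 tested genes (68.8%) the GM and DM samples did not overlap, where chance gives 10%. Among called genes with a mean of at least 10 CPM and no overlap, the largest rises were those of C3 and of 4 genes that the table lists by identifier only. C3 (ENSBTAG00000017280, chromosome 7, 18989689 to 19025591) rose from 0.511 ± 0.206 CPM in GM samples to 467 ± 145 CPM in DM samples, a log2 fold change of 9.84 (standard error 0.33, adjusted p = 5.88e-09 from edgeR). The next rises were those of ENSBTAG00000006354, with a log2 fold change of 9.37, and ENSBTAG00000010433, with 9.25. The largest falls were those of DKK2, ESM1, IL11, SEMA7A and P3H2. DKK2 (ENSBTAG00000012969, chromosome 6, 19381413 to 19511148) fell from 25.7 ± 1.50 CPM to 0.0744 ± 0.0830 CPM, a log2 fold change of -8.37 (standard error 0.31, adjusted p = 8.93e-09 from edgeR). DM replicates 1, 2 and 3 held 2, 6 and 0 counts of DKK2, and its log2 fold change was -9.66 without DM replicate 2 and -7.77 without DM replicate 3. ESM1 fell by 5.93 on the log2 scale, and by 7.14 without DM replicate 3, IL11 fell by 5.84 and P3H2 fell by 5.01.

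**Figure D1:**
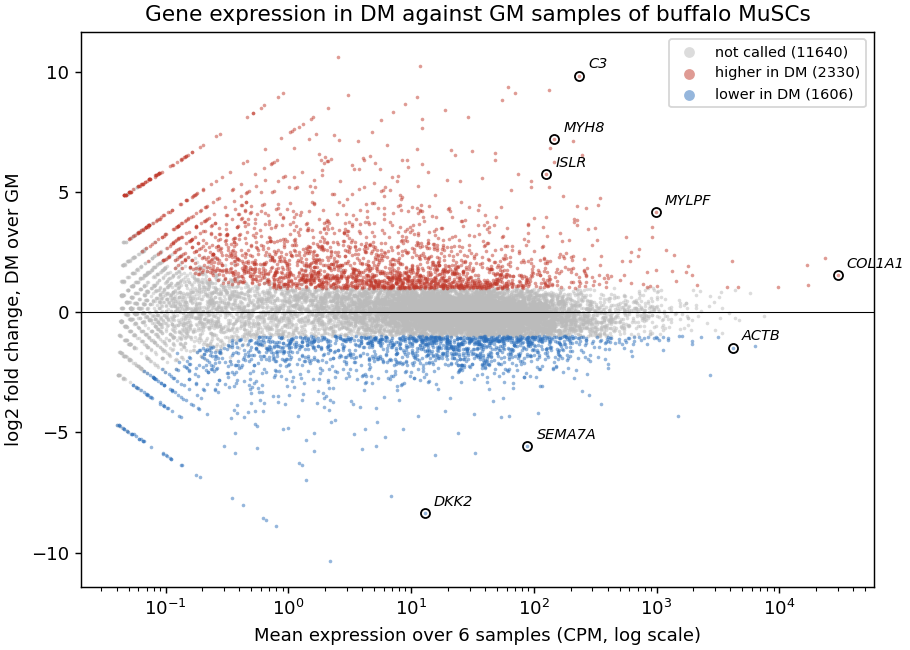
Log2 fold change (DM over GM) of the 15576 tested genes against mean expression over the 6 samples (CPM, log axis). Red points are the 2330 genes called higher in DM samples, blue points the 1606 called lower and grey points the rest, with 8 genes labelled.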

There were 4,820 DEGs, 12,227 DE mRNAs, and 1,352 DE lncRNAs (Supplementary Tables 2–4). 

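At these thresholds, edgeR called 3936 of the 15576 tested genes, 4184 of the 16352 tested mRNAs and 138 of the 822 tested ncRNAs. In 3865 of the 3936 called genes the GM and DM samples did not overlap. The authors' deposited lists hold 3911 genes, 4164 mRNAs and 136 ncRNAs. Of the calls made here, 3842 genes (97.6%), 4101 mRNAs and 87.7% of the ncRNAs are in those lists. A further 69 genes, 63 mRNAs and 15 ncRNAs are in the lists alone, and 94, 83 and 17 were called here alone. The sign of the fold change was the same for all 3905 genes, 4160 mRNAs and 134 ncRNAs of the lists that were tested here. The alternative that moved the number of genes most was an adjusted p-value under 0.05 with no minimum fold change, which gave 9813 genes. That setting was not run for mRNAs and ncRNAs, where the largest moves among the alternatives run came from the RPKM rule, with 2264 mRNAs, and from a test against a fold change of 2, with 29 ncRNAs.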

Compared with the GM samples of MuSCs, 2,979 genes (61.80%), 7,505 mRNAs (61.38%), and 831 lncRNAs (61.46%) were upregulated, while 1,841 genes (38.20%), 4,722 mRNAs (38.62%), and 521 lncRNAs (38.54%) were downregulated in DM samples of MuSCs (Table 1).

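Of the 3936 genes called, 2330 (59.2%) were higher in DM samples and 1606 were lower. Of the 4184 mRNAs called, 2531 (60.5%) were higher and 1653 were lower. The 138 ncRNAs went the other way, with 60 (43.5%) higher and 78 lower. These splits moved with the normalization. With library size alone in place of TMM factors, 52.8% of called genes, 50.3% of called mRNAs (2169 higher and 2140 lower) and 30.0% of called ncRNAs (48 higher and 112 lower) were higher in DM samples. That normalization moved the median log2 fold change of all tested mRNAs from 0.03 to -0.12, and that of all tested ncRNAs from -0.06 to -0.28. With DESeq2, 58 ncRNAs were higher and 51 lower, and without GM replicate 1 the split was 48 higher and 42 lower. Among the called ncRNAs, 62 were snoRNAs, of which 11 were higher and 51 lower. The lower snoRNAs numbered 26 to 44 when each sample was left out in turn, 33 with DESeq2, 70 with the library sizes and TMM factors of the gene table and 3 in a test against a fold change of 2. The 25 called miRNAs comprised 22 higher and 3 lower, and 22 higher and 8 lower with library size alone. Called pseudogenes numbered 26, with 16 higher and 10 lower, and with library size alone this turned to 10 higher and 19 lower. The remaining calls were 18 processed pseudogenes, 5 misc_RNAs, 1 rRNA and 1 snRNA. The authors' deposited lists give 59.8% of genes, 60.9% of mRNAs and 52.9% of ncRNAs as higher in DM samples.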

**Table 1:** PolyA-seq statistics of the different results obtained.

**Differential type**	**Upregulated**	**Downregulated**	**Total**
Genes	2,979	1,841	4,820
mRNAs	7,505	4,722	12,227
lncRNAs	831	521	1,352

### Signal Pathway Enrichment Analysis of DEGs Between Proliferation and Differentiation Phases of Buffalo MuSCs

Since we mainly analyzed mRNAs transcripts, and also involved a small number of known lncRNAs, we did not perform functional correlation analysis on these lncRNAs. We performed GO and KEGG enrichment analysis on the related regulatory DEGs in the processes of proliferation, differentiation, transformation, and maturation. This produced signal pathway information which was then used to predict the functions and mechanisms of the mRNAs (Supplementary Tables 5, 6). The results of pathway analysis of DEGs showed that GO analyzed and annotated these into three main categories: biological processes, cellular components, and molecular functions, including ATP binding and nucleus RNA-directed DNA polymerase activity (Figure 3). In addition, we employed KEGG pathway enrichment analysis to further understand the biological functions and molecular interactions of most DEGs with the assumption that the identified pathways may be involved in the development and growth of buffalo skeletal muscle. We found more than 300 pathways to be enriched, and the top 30 most significant terms were uncovered, including biological processes such as cell cycle, p53 signaling pathway, RNA transport, and calcium signaling pathway (Figure 4). 

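Lists of genes were drawn up for the pathways the paper names, and each was tested as a set with camera (limma) on log2 CPM against all tested genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 9 lists. KEGG memberships were not used here. Of 120 cell cycle genes, 109 were tested, and 87 had lower and 22 higher expression in DM samples, with a median log2 fold change of -0.67 (adjusted p = 6.17e-10 from camera). edgeR called 49 of them, 6 higher and 43 lower, and the same number when p-values were adjusted over the list alone. CCND1 and ORC1 changed most among them, and ORC1 fell by 2.70 on the log2 scale, from 37.6 ± 2.86 CPM to 5.77 ± 1.09 CPM. Of the 62 tested p53 signaling genes, 31 were higher and 31 lower, with a median of -0.02 (adjusted p = 0.537 from camera in limma). Calls among them numbered 25, 11 higher and 14 lower, and again 25 adjusted over the list alone. TP73 was lower by at least 5.48-fold, since each DM sample held 3 counts or fewer. The interval of TP73 overlaps another listed gene on the opposite strand. In the RNA transport list, 110 of 126 tested genes were lower and 16 higher, with a median of -0.62 (adjusted p = 3.31e-13 from camera). edgeR called 29, 1 higher and 28 lower, and 29 adjusted over the list alone. The single member called higher was EEF1A2, with a log2 fold change of 6.04, and NUP210 was lower by at least 28.6-fold. Of 127 tested calcium signaling genes, 90 were higher and 37 lower, with a median of 0.58 (adjusted p = 0.000239 from camera). edgeR called 54, 48 higher and 6 lower, and 54 adjusted over the list alone. PTGER3 and CASQ2 rose most, by log2 fold changes of 5.37 and 5.08. With the inter-gene correlation estimated from the data, the RNA transport list kept an adjusted p-value under 0.05 (0.0324), while the cell cycle list (0.109) and the calcium signaling list (0.0779) did not. The fry test put all 9 lists under 0.05, the p53 list at 0.000284. Fry asks whether a list changed at all, while camera compares it with the other genes. With 9813 of 15576 tested genes under an adjusted p-value of 0.05 from edgeR, passing fry does not set a list apart.

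**Figure D2:**
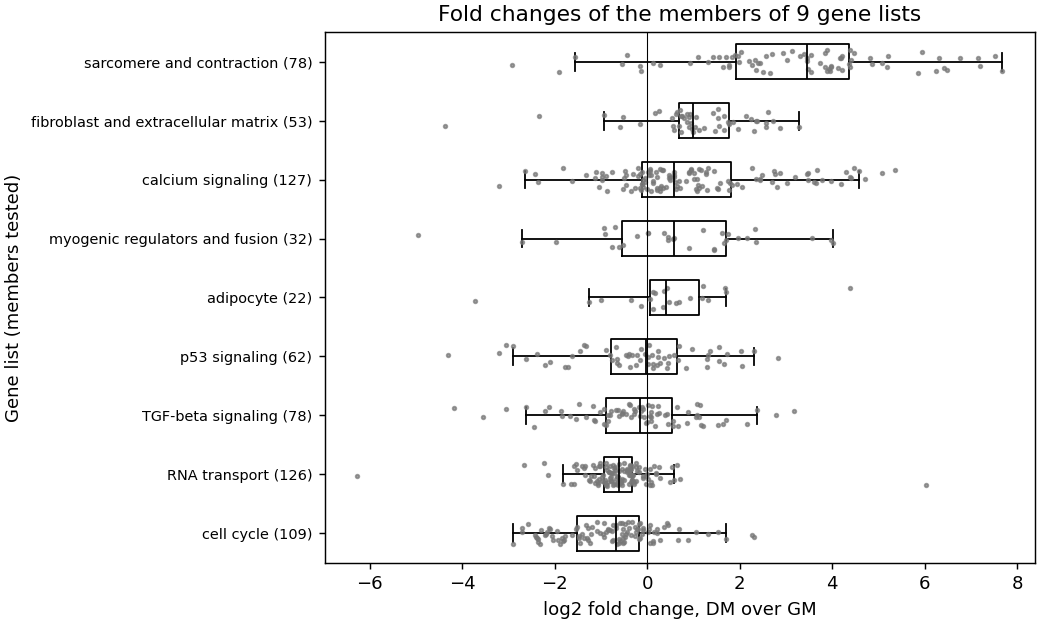
Log2 fold changes (DM over GM) of the tested members of 9 gene lists. Each point is a gene, boxes span the quartiles with the median as a line, and whiskers reach the farthest gene within 1.5 times the interquartile range; the cell cycle list has the lowest median and the list of sarcomere and contraction genes the highest.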

In short, these signal pathways related to DEGs play an important role in the regulation of MuSC proliferation and differentiation, which provides an important basis for subsequent research on buffalo myogenesis.

**Figure 3:**
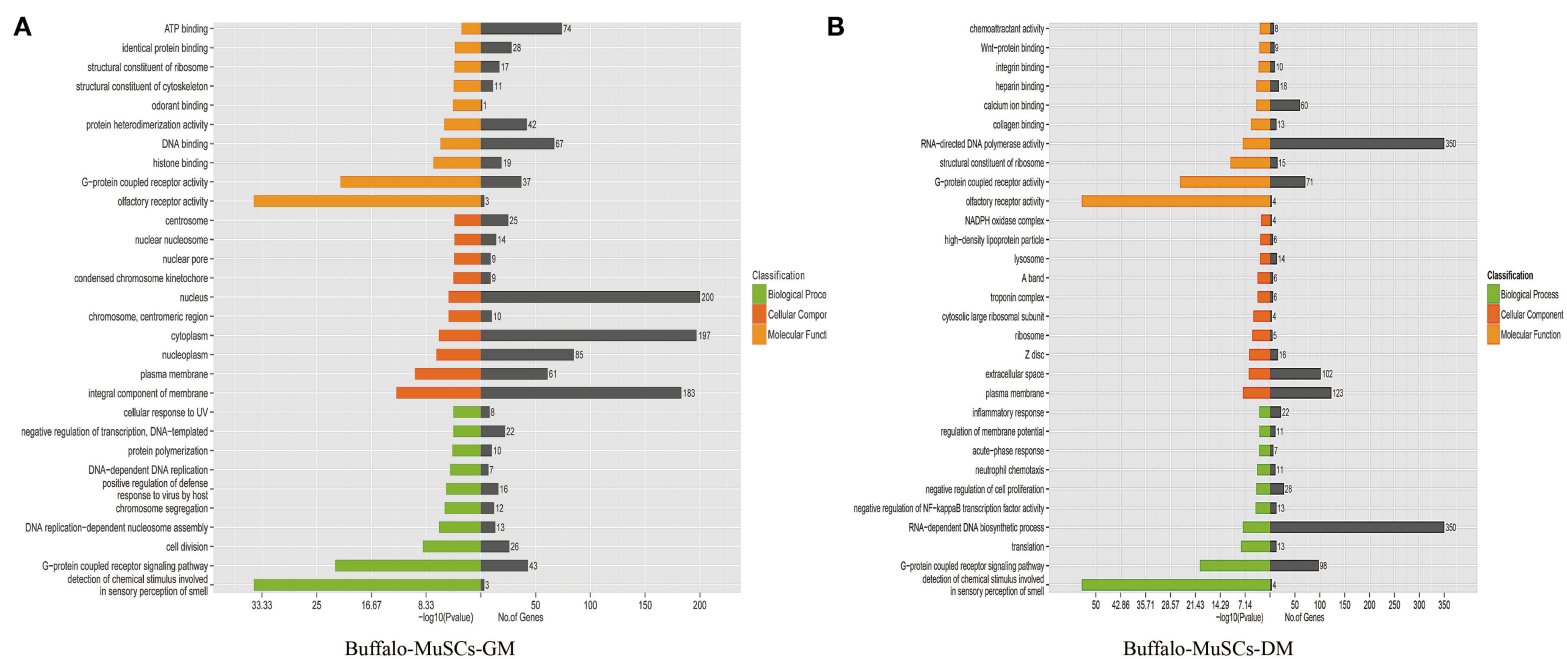
Gene ontology (GO) analysis. **(A)** GO analysis of DEGs in the GM samples of MuSCs. **(B)** GO analysis of DEGs in the DM samples of MuSCs.

**Figure 4:**
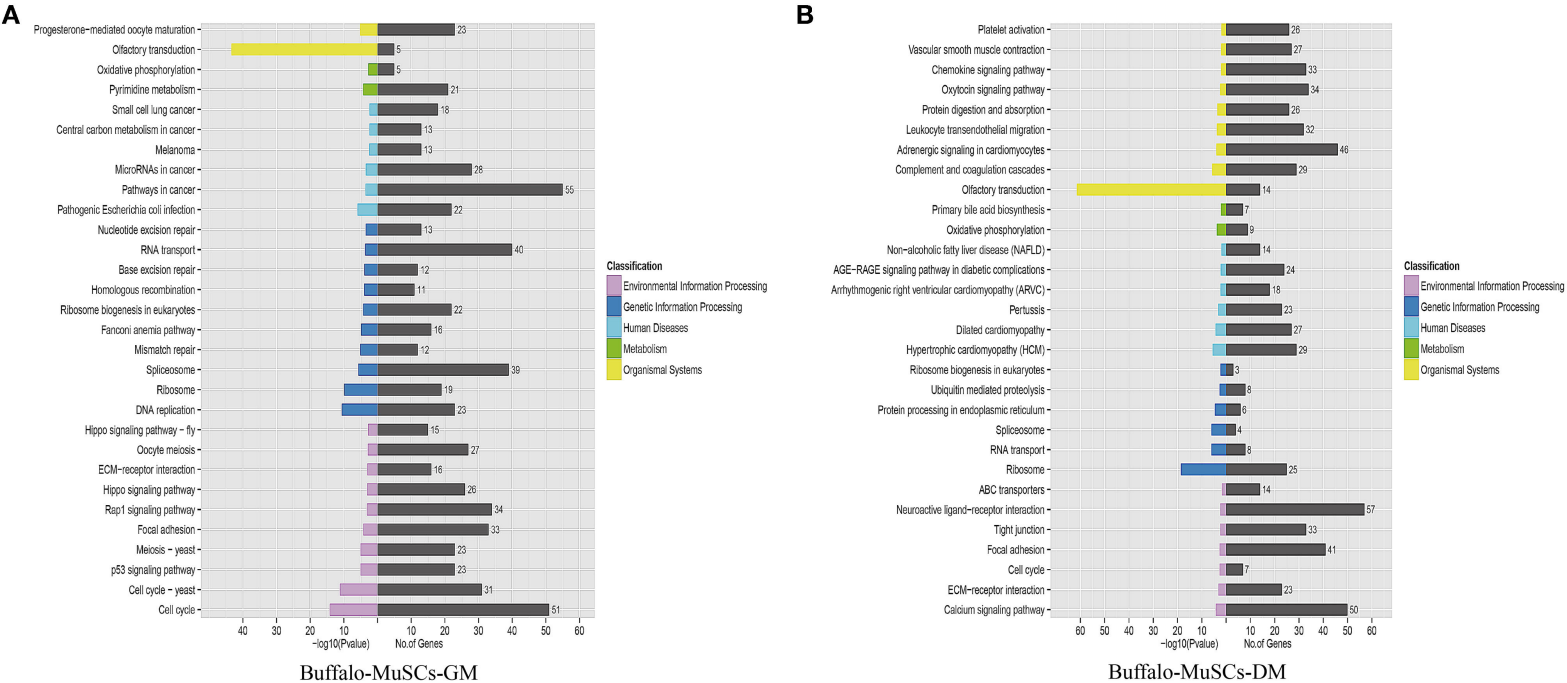
Kyoto Encyclopedia of Genes and Genomes pathway analysis. **(A)** Top 30 KEGG terms of DEGs in the GM samples of MuSCs. **(B)** Top 30 KEGG terms of DEGs in the DM samples of MuSCs.

### The Verification of DEGs and DE lncRNAs in MuSCs

Based on the expression levels of DEGs and DE lncRNAs, including 12 genes (*MCM4, MCM7, SERDINE1, SEMA7A, C1QTNF6, CPZ, VDR, PLAC9, ISLR, MyOG, PCNA*, and *cyclin D1*) related to the cell cycle, actin cytoskeleton, cell differentiation, and lipid metabolism (Figures 5A,B), and seven random lncRNAs (LOC102403551, LOC112586870, LOC112584513, LOC102399397, LOC112581569, LOC102395296, and LOC102394806; Figure 5C), were selected for RT-qPCR verification. After comparisons with the RNA-seq data, similar expression trends for RT-qPCR were discovered, showing the strong consistency between RT-qPCR and RNA-seq data.

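Of the 12 genes measured by RT-qPCR, 11 are listed in the deposited gene table by symbol and MCM4 is not. The sign of the RNA-seq fold change was the one drawn in Figures 5A,B for all 11 genes. It stayed so with DESeq2, with library size alone and with each sample left out in turn. MYOG (ENSBTAG00000006030, chromosome 16, 596920 to 599757) rose from 52.9 ± 13.3 CPM in GM samples to 167 ± 15.5 CPM in DM samples, a log2 fold change of 1.66 (standard error 0.15, adjusted p = 4.28e-06 from edgeR). C1QTNF6 (ENSBTAG00000008074, chromosome 5) rose from 38.7 ± 2.82 to 299 ± 50.6 CPM, with a log2 fold change of 2.95 (standard error 0.12). CPZ (ENSBTAG00000014803, chromosome 6) rose from 4.26 ± 0.807 to 187 ± 29.3 CPM, with a log2 fold change of 5.46 (standard error 0.16), and its interval overlaps another listed gene on the opposite strand. MCM7 (ENSBTAG00000030965, chromosome 25, 36885892 to 36893315) fell from 459 ± 17.6 to 112 ± 7.52 CPM, a log2 fold change of -2.03 (standard error 0.069, adjusted p = 5.91e-09 from edgeR). The genes of mir-93, mir-25 and mir-106b lie within MCM7. PCNA fell from 109.5 ± 5.45 to 31.1 ± 1.93 CPM, by 1.82 on the log2 scale. CCND1 fell from 45.2 ± 3.92 to 6.01 ± 3.25 CPM, with a log2 fold change between -3.39 and -2.58 when each sample was left out in turn. SEMA7A fell from 174 ± 5.38 to 3.69 ± 1.58 CPM, a log2 fold change of -5.56. The 7 lncRNAs of Figure 5C are named by buffalo locus symbols that the deposited tables do not list, and their counts were not analysed here.

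**Figure D3:**
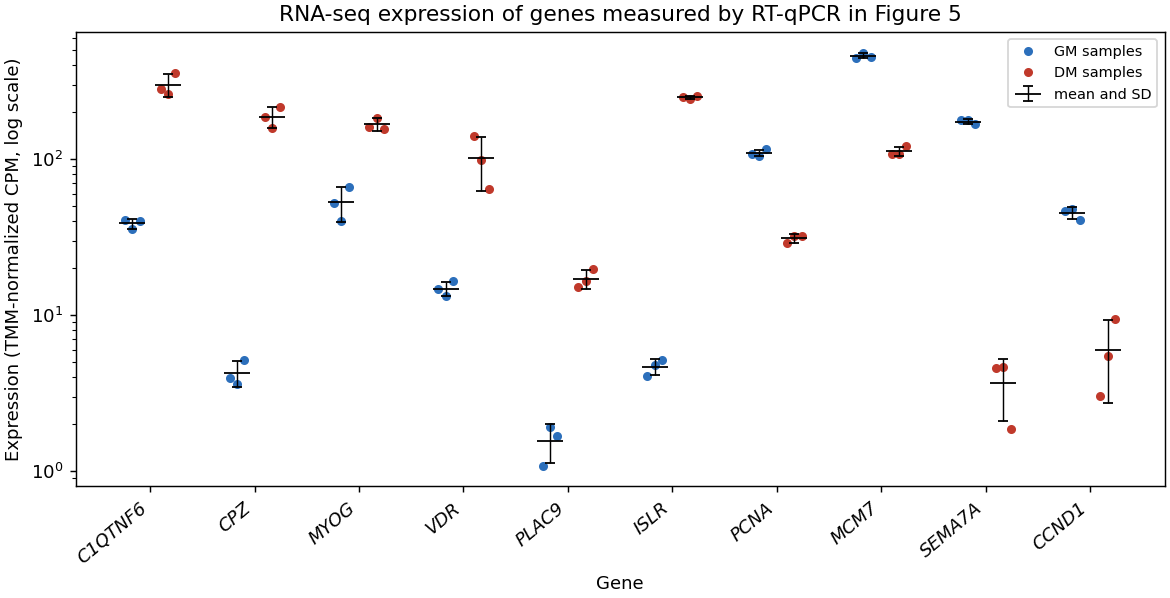
RNA-seq expression (CPM, log axis) of 10 genes in the 3 GM samples (blue) and the 3 DM samples (red), with the mean and SD of each group in black. For each gene the samples of the groups are apart, 6 genes being higher in DM samples and 4 lower.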

**Figure 5:**
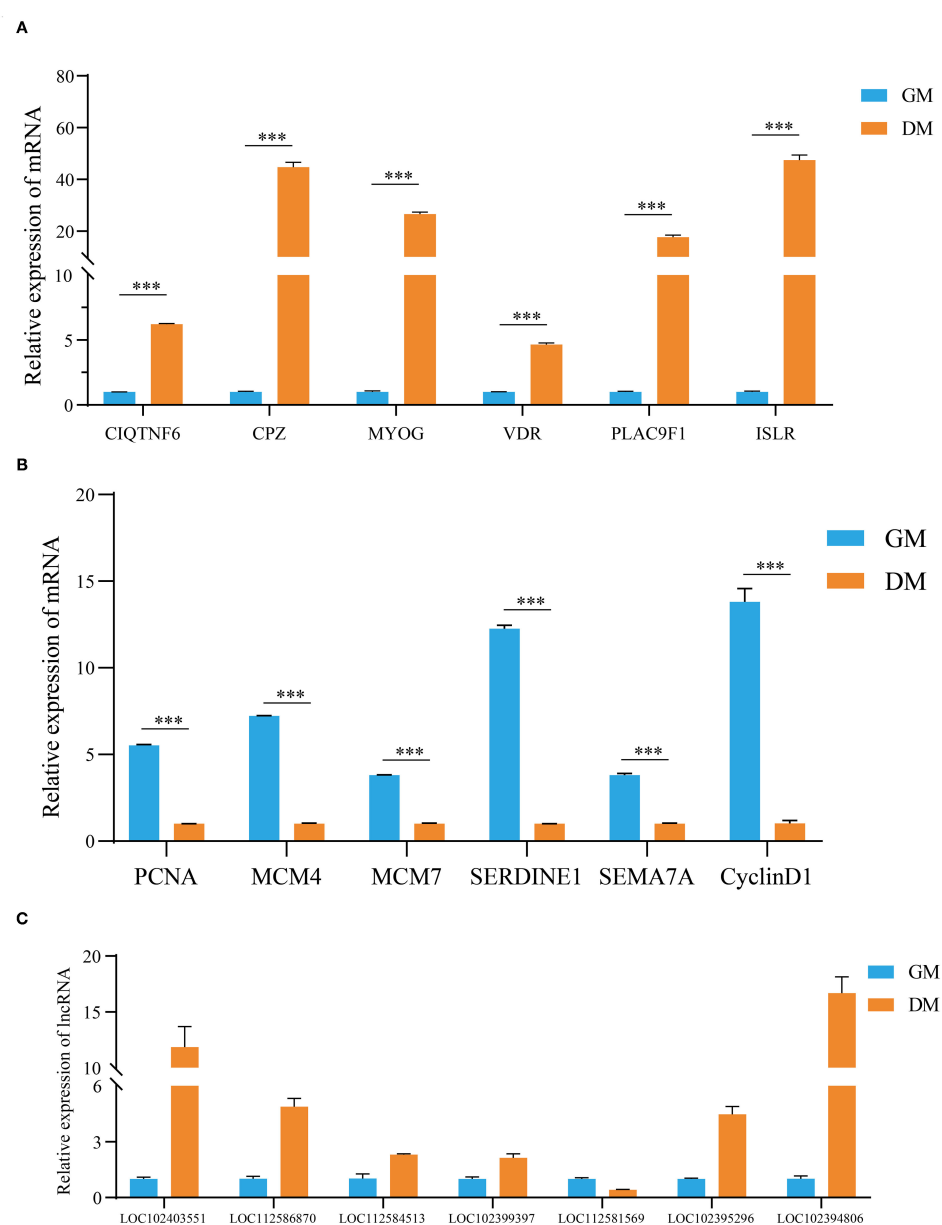
Validation of the expression levels of DEGs, DE lncRNAs by RT-qPCR. **(A,B)** The validation results of DEGs and **(C)** DE lncRNAs. The data are present as means ± SDs, *n* = 3 per group. ***P < 0.001.

### The Role of *MYLPF* in Buffalo MuSCs

We identified a dysregulated gene, *MYLPF*, which was shown to be upregulated significantly (by almost 60-fold) in DM compared with GM samples when measured by RT-qPCR (Figure 6A). In addition, *MYLPF* was expressed in various tissues, such as heart and liver and the highest expression levels seen in muscle (Figure 6B). A previous report also showed that the relationship between *MYLPF* and meat quality can be used as an important genetic consideration when dealing with gene-assisted selection programs. This suggests that *MYLPF* may play an important role in muscle development. Therefore, *MYLPF* was selected for more in-depth study in order to further explore its potential functions in MuSCs.

**Figure 6:**
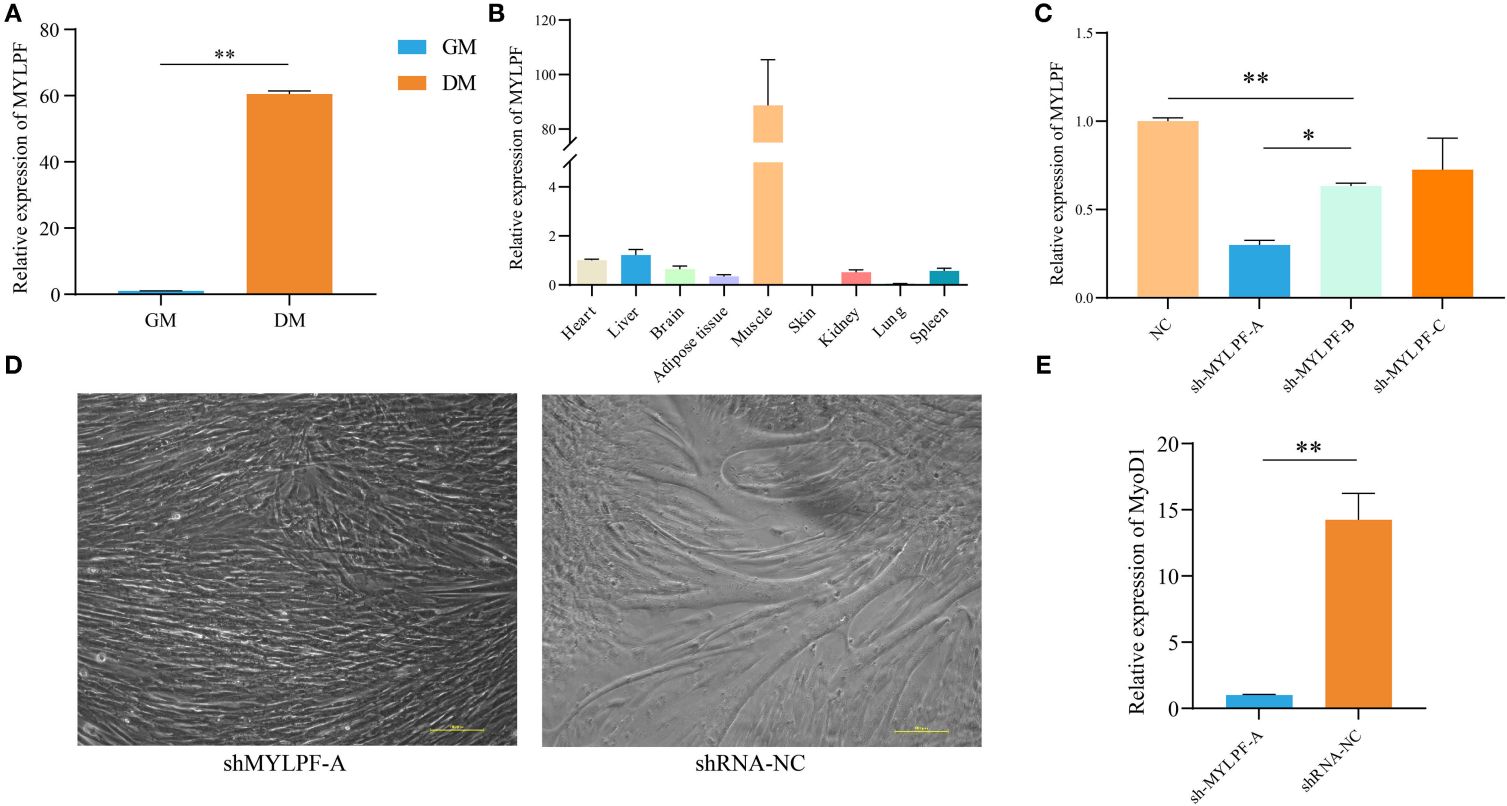
Expression and characterization of *MYLPF* in buffalo skeletal muscle. **(A)** Validation of the expression of *MYLPF* by RT-qPCR. **(B)** The expression levels of *MYLPF* in different tissues of buffalo. **(C)** The interference efficiency of *MYLPF* was measured by RT-qPCR. **(D)** Inhibition of *MYLPF* expression on myotubule formation. **(E)** The mRNA expression of myogenesis marker gene, *MyOD1*, was measured by RT-qPCR. The data are presented as means ± SDs, *n* = 3 per group. *P < 0.05; **P < 0.01. Scale bars = 100 μm.

Subsequently, interference vector (sh-MYLPF-A/B/C/NC) plasmids were introduced into the 293T cell line which is derived from human embryonic kidney 293 cells and contains the SV40 T-antigen. After 24 h, the reporter gene, green fluorescence protein (GFP), was found to be expressed in the transfected cells, with a strong fluorescence observed under the fluorescence microscope (Supplementary Figure S3). Further qPCR showed that the expression levels of *MYLPF* declined by 70% in the transfected cells with the sh-MYLPF-A plasmid (Figure 6C).

Sh-MYLPF-A vectors were then transferred into P2 MuSCs (Supplementary Figure S4). The cells were cultured for a further 24 h, followed by replacement of the medium with myogenic differentiation medium. On the fourth day, the knockdown of *MYLPF* was found to have inhibited the formation of myotubes (Figure 6D). The marker gene of myoblast differentiation, *MyoD1*, was then measured by qPCR. The results showed that there were significantly lower levels of *MYLPF* in the knockdown group compared to the controls (Figure 6E). These findings suggested that *MYLPF* knockdown inhibited differentiation of MuSCs.

## Discussion

Currently, the global population is 7.7 billion, and it is expected to exceed 9 billion by 2050 (Bonny et al., 2015). By then, mankind will face a bigger challenge of food provision for the growing population, and this will have a major impact on global meat consumption which will increase accordingly (Ornaghi et al., 2020). Muscle development is an important factor that affects the growth rate, meat yield, meat quality, and other important economic traits of livestock, and this process is dependent on the proliferation and differentiation of MuSCs (Feige and Rudnicki, 2018; Boscolo Sesillo et al., 2020).

Initially, we established a successful protocol for *in vitro* culture of buffalo MuSCs, which provided a good working foundation for subsequent research on candidate factors that regulate buffalo muscle development. With the rise of *in vitro* cultured meat such as laboratory meat, the role played by MuSCs is becoming more important. The *in vitro* cultured meat production technology is still in its infancy, and it is necessary to strengthen and improve the technical systems involved in MuSCs production of beef (Bhat et al., 2017). Therefore, buffalo MuSCs can play an important role in the emerging research fields of animal husbandry, such as providing improvement of buffalo meat quality and production as well as increasing our biochemical knowledge of MuSCs *in vitro*.

In this study, we constructed the expression profiles of mRNAs and lncRNAs in the process of myogenic differentiation of buffalo MuSCs. During this process, a total of 4,820 genes, 12,227 mRNAs, and 1,352 lncRNAs were differentially expressed. Among them, 2,979 genes, 7,505 mRNAs, and 831 lncRNAs were significantly related to the myogenic differentiation of these cells, and they affected the formation of myoblasts and the fusion of myotubes. In addition, we performed target gene analysis on differentially expressed lncRNAs, and obtained many lncRNAs-target gene relationship networks. 

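Genes of the sarcomere and of contraction were compared as a list of 83 genes, of which 78 were tested. In DM samples 71 were higher and 7 lower, with a median log2 fold change of 3.46 (adjusted p = 2.67e-15 from camera). edgeR called 70 of them, 67 higher and 3 lower, and 71 adjusted over the list alone. With the inter-gene correlation estimated from the data the adjusted p-value was 0.262. For each tested member, log2(CPM + 1) was centred on its mean over the 6 samples. The median over members was -1.29, -1.71 and -1.18 in GM replicates 1, 2 and 3. In DM replicates 1, 2 and 3 it was 1.26, 1.27 and 1.76. MYBPC1 rose by a log2 fold change of 7.68, from 0.116 ± 0.0384 to 24.4 ± 3.82 CPM. MYL3, with at most 1 count in any GM sample, was at least 28.5-fold higher in DM samples, where replicates 1, 2 and 3 held 41, 46 and 144 counts. The interval of MYL3 overlaps another listed gene on the opposite strand. Among myosin heavy chain genes, reads of similar sequence could have been divided by the counting. The 5 members compared here, MYH1, MYH3, MYH4, MYH7 and MYH8, were all higher in DM samples. MYH2 was not listed by symbol, and other members were not compared. ENSBTAG00000007090, one of the 5 largest rises and listed by identifier only, lies between MYH1 and MYH3 on the same strand (30137767 to 30165109). It held 2, 2 and 1 counts in GM replicates 1, 2 and 3, and 773, 911 and 700 in DM replicates 1, 2 and 3. Its position leaves open that it is a myosin heavy chain gene, which was not examined. On chromosome 19, MYH8 (ENSBTAG00000009702, 30031040 to 30059203) rose from 2.01 ± 0.798 to 292 ± 59.1 CPM, a log2 fold change of 7.19 (standard error 0.24). MYH3 rose by a log2 fold change of 2.58, and MYH4 from 0.0929 ± 0.0579 to 8.06 ± 1.41 CPM. The DM mean of MYH1 was at least 69.1-fold higher, with 200, 258 and 92 counts in DM replicates 1, 2 and 3. MYH7, on chromosome 10, rose from 26.7 ± 8.31 to 397 ± 124 CPM. Of a list of 35 myogenic regulators and fusion genes, 32 were tested, and 22 were higher and 10 lower in DM samples, with a median of 0.57. edgeR called 17, 14 higher and 3 lower, and 17 adjusted over the list alone. The list's adjusted p-value from camera was 0.0588, and across the alternatives it ranged from 0.000860 with fry to 0.342 with the inter-gene correlation estimated from the data. Fry, unlike camera, does not compare a list with the other genes. MEF2C rose by 4.02 on the log2 scale. PAX3 was called lower from 4, 6 and 2 counts in GM samples and 0 in DM samples, and its call was lost with DESeq2 (adjusted p = 0.0728 from DESeq2).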

We can indirectly predict the function of the candidate lncRNA through the target gene (Supplementary Tables 7, 8). Previous studies had confirmed that compared with cattle, buffalo muscles have larger muscle fiber diameters and poorer meat texture. Of course, myotube fusion is an important factor affecting the formation of muscle fibers (Picard and Gagaoua, 2020). The mRNAs and lncRNAs which are related to myogenic differentiation of MuSCs may regulate the diameter of muscle fibers through myotube fusion, which further affected the quality of meat. We also found some key signal transduction pathways, such as p53 signal transduction pathway, TGF-β signal pathway, calcium signal transduction pathway that were related to these RNAs. These signal pathways are involved in cell development and maintenance of muscle structure and function, suggesting that they were also likely to be important regulatory signals for regulating buffalo muscle fiber hypertrophy (Liu et al., 2018; Valle-Tenney et al., 2020).

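For TGF-β signaling a list of 93 genes was compared between DM and GM samples, and 78 of them were tested. Expression was higher in DM samples for 33 genes and lower for 45, with a median log2 fold change of -0.15 (adjusted p = 0.172 from camera). It was 0.00253 from fry, a rotation test that does not compare a list with the other genes. edgeR called 28 genes, 12 higher and 16 lower, and 28 adjusted over the list alone. FST (ENSBTAG00000003329, chromosome 20, 25588642 to 25594057) fell from 204 ± 11.7 CPM in GM samples to 11.2 ± 1.48 CPM in DM samples, a log2 fold change of -4.18 (standard error 0.10, adjusted p = 8.39e-10 from edgeR). ID1 (ENSBTAG00000016169, chromosome 13) fell from 104 ± 16.7 to 8.88 ± 5.15 CPM, with a log2 fold change of -3.55 (standard error 0.36), and between -3.94 and -3.13 when each sample was left out in turn. Of the 93 genes, 21 are also members of another of the lists compared here.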

We also randomly selected a batch of candidate molecules for verification, and their expression trends were found to be consistent with the RNA-seq results, indicating that the sequencing data was reliable. We found that genes such as *VDR, PLAC9, ISLR* were involved in the myogenic differentiation process of MuSCs, but their molecular mechanisms needed to be further explored (Bass et al., 2020; Cui et al., 2020). It had been confirmed that the immunoglobulin superfamily containing leucine-rich repeats (*ISLR*) promoted skeletal muscle regeneration by activating canonical Wnt signaling. 

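VDR (ENSBTAG00000016414) lies on chromosome 5 from 32550521 to 32606144. Its expression was 14.8 ± 1.63 CPM in GM samples and 101 ± 38.2 CPM in DM samples (SD, n = 3 each), a log2 fold change of 2.77 with a standard error of 0.24. DM replicates 1, 2 and 3 held 4739, 3609 and 2370 counts of VDR, and the log2 fold change stayed between 2.47 and 3.02 when each sample was left out in turn. PLAC9 (ENSBTAG00000020939, chromosome 28, 35366025 to 35378318) had the lowest expression of the 3 genes. It rose from 1.57 ± 0.432 to 17.1 ± 2.32 CPM, a log2 fold change of 3.45 with a standard error of 0.20. ISLR (ENSBTAG00000006024, chromosome 21, 34903758 to 34906887) rose from 4.68 ± 0.530 to 248 ± 4.71 CPM, a log2 fold change of 5.73 with a standard error of 0.091. The adjusted p-values from edgeR were 2.43e-06 for VDR, 1.49e-07 for PLAC9 and 5.82e-11 for ISLR. For each of the 3 genes the rise was larger than the spread between replicates, and all DM samples had more counts than all GM samples.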

Loss of function of *ISLR* resulted in defective differentiation of myoblasts leading to a block in myotube formation (Zhang et al., 2018). Therefore, *ISLR* may be an important biological regulator to control buffalo muscle development. It had also been reported that *MYLPF* was one of the muscle-derived marker genes involved in the process of muscle metabolism and related to meat quality traits (Rosa et al., 2018; Chong et al., 2020). As one of the muscle markers, *MYLPF* is expected to become a target for regulating the quality traits of buffalo meat (Silva et al., 2019). We also found that decreased *MYLPF* was linked to an inhibition of myogenic differentiation of buffalo MuSCs, but the molecular mechanism of this phenomenon is not yet fully understood. Therefore, how *MYLPF* regulates buffalo muscle regeneration is worthy of further investigation.

At present, lncRNA is also one of the research hotspots in the field of ncRNA (Martone et al., 2019). However, we only discovered the number of known lncRNAs and their expression levels involved in the myogenic differentiation of MuSCs. Then, we screened out a batch of potential candidate lncRNAs, such as LOC102403551, LOC112586870, and LOC102394806. These potential candidate lncRNAs may affect the myoblast differentiation of MuSCs by regulating gene expression through miRNAs, RPBs, and other ways (Chi et al., 2019; Xu et al., 2019; Guo et al., 2020; Liu et al., 2020). In future studies, we and others will also investigate the interactions between lncRNAs and enhancers in order to regulate fate of MuSCs (Lin et al., 2019; Nikonova et al., 2019; Williams et al., 2020). The biological effects of these lncRNAs related to buffalo MuSCs, lncRNA evolution, lncRNA SNP issues, etc. are also worth pursuing (Qian et al., 2019). At the same time, how these lncRNAs and coding genes regulate the molecular mechanisms of farmed beef production and their contributions to the *in vitro* meat production process also need to be further explored.

In summary, we have established the mRNA and lncRNA expression profiles that regulate the myogenic differentiation of buffalo MuSCs, and further predicted and verified the signaling pathways and candidate regulators involved in cell proliferation and differentiation. These results enrich the expression information of factors that regulate the development of MuSCs in Chinese local fine beef cattle breeds, and provide effective genetic information for future programs of breeding high-yield beef cattle.

## Conclusions

In this study, the proliferation and myogenic differentiation phenotypic characteristics of buffalo MuSCs were compared for the first time, and the expression of mRNAs and lncRNAs in these cells were reviewed. Many coding RNAs and lncRNAs were found to be differentially expressed during the proliferation and myogenic differentiation phases of MuSCs. We further identified and verified a number of differentially expressed molecules such as *SERDINE1, ISLR, MYLPF*, LOC102403551, LOC112586870, and LOC112584513. This study lays the foundation for further research on the role of lncRNAs in the muscle development of buffalo with a view to improving its share as a desirable beef alternative in the marketplace.

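MYLPF (ENSBTAG00000021218) lies on chromosome 25 from 26815266 to 26817727. It rose from 104 ± 32.8 CPM in GM samples to 1869.6 ± 447 CPM in DM samples (SD, n = 3 each), a 17.9-fold difference between the means and a log2 fold change of 4.16 (standard error 0.25, adjusted p = 1.70e-07 from edgeR). GM replicates 1, 2 and 3 held 4800, 2809 and 4932 counts of MYLPF, and DM replicates 1, 2 and 3 held 53505, 60037 and 88228.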

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE164808.

## Author Contributions

YD, SY, YW, JW, and RZ conceived and designed the experiments. RZ, JW, and CZ performed the experiments and analyzed the data. RZ, QA, CZ, XZ, ZW, HL, and DS contributed reagents, materials, and helped to analyze the data. RZ and ZX wrote the manuscript and SY, YD, DS, and YW revised it. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

MuSCs: muscle stem cells
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: long non-coding RNAs
RT-qPCR: quantitative real time PCR.

# Supplementary material for: The Expression Profiles of mRNAs and lncRNAs in Buffalo Muscle Stem Cells Driving Myogenic Differentiation
**Source:** Front Genet. 2021 Jul 7;12:643497. doi: 10.3389/fgene.2021.643497
**Supplement:** Supplementary file 9

PolyA-Seq is based on eukaryotic mRNA and partial long-chain non-coding RNA (long non-coding RNA, lncRNA) with polyA tail structure at the 3 'end. RNA is captured by polyA tail and sequenced, and then the differential expression or structural variation of all genes and transcripts containing polyA structure are detected, and the molecular markers related to disease or traits are screened. PolyA-Seq can produce 6G Clean bases, which can accurately detect low abundance gene transcripts, reveal the complexity of transcripts, determine the structure of genes and transcripts, alternative splicing, RNA editing, polyA tail non-coding RNA and new transcripts.

**1．Experimental process**

The PolyA-Seq sequencing process is shown in figure 1.

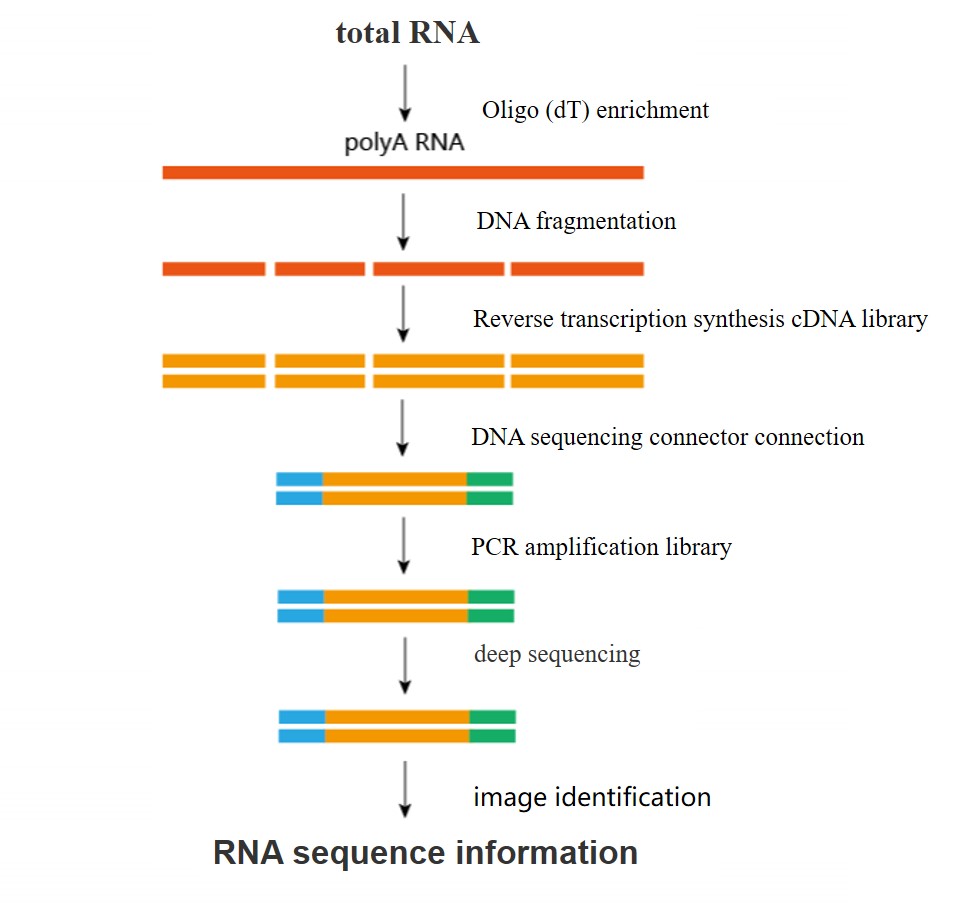

Figure 1: transcript group sequencing process

**2. Information analysis process**

After obtaining the original sequencing data (Raw Data), we first need to filter the data, disconnect the sequence and deal with the low-quality reads, and then evaluate the sequencing quality to obtain the high-quality data (Clean Data). The Clean Data was compared with the reference genome to get the BAM file.

For the detected mRNA, the gene expression was further calculated and the differentially expressed genes among samples were analyzed, and the differentially expressed genes were analyzed by Gene Ontology (GO) analysis and KEGG biological pathway enrichment analysis.

For the detected lncRNA, the expression amount of lncRNA was calculated and the differential expression lncRNA, between samples was analyzed, and specific comments were given. The specific process is shown in figure 2.

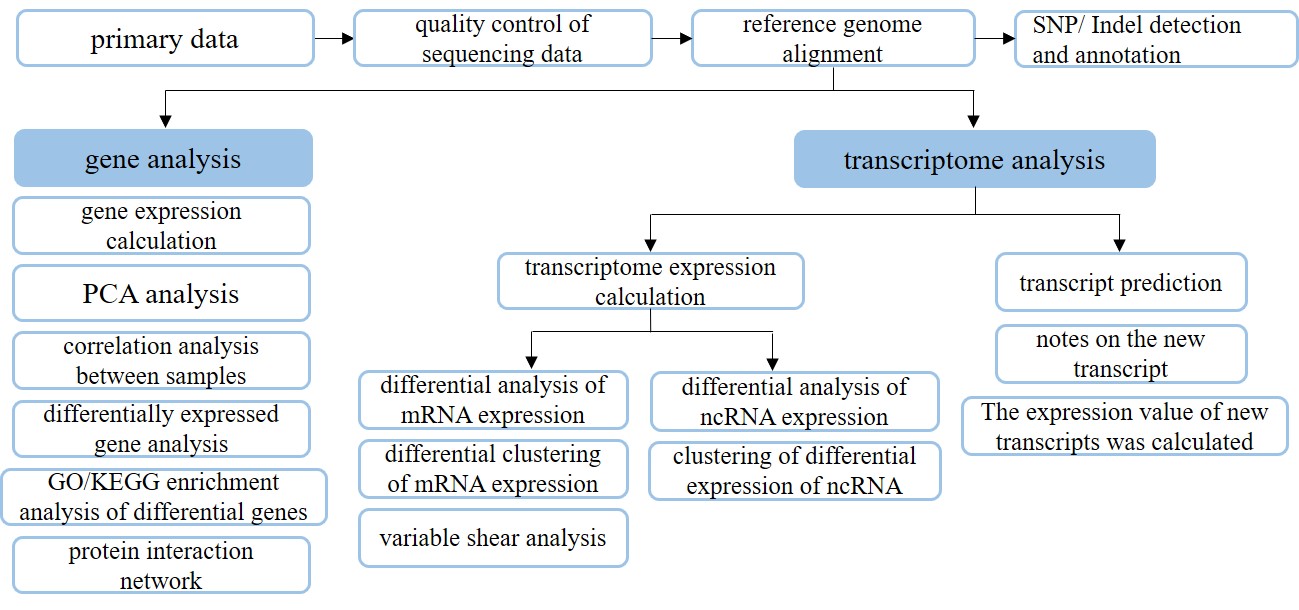

Figure 2: bioinformatics analysis process

**3. reference Genome alignment and Genome-wide reads Distribution Map**

**3.1 Reads alignment reference genome**

The link to the buffalo reference genome used in this study is as follows: https://www.ncbi.nlm.nih.gov/assembly/GCA_003121395.1.

We used HISAT2 software to compare the sequencing data with the reference genome, and makes a comprehensive evaluation on the coverage area and depth of the sequencing data. HISAT2 is the successor of TopHat2/Bowtie2, using the improved BWT algorithm (FM index), HISAT uses a large number of FM indexes to cover the whole genome, combined with several alignment strategies to achieve efficient comparison of RNA-seq data, faster speed and less resource consumption.

**3.2 data coverage**

After the alignment is completed, we count the location information of all the genomes corresponding to the reads, so as to evaluate the coverage depth of the sequencing data.

**3.3 Reads distribution results**

In the species with more complete gene annotation, the reads, on the chromosome is annotated to exonic (exon), intronic (intron) and intergenic (gene spacer region).

**3.4 Transcript coverage and uniformity results**

Under ideal conditions, the distribution of reads on transcripts should be uniform. However, due to the degradation of RNA fragments, randomness of interruptions, GC content, PCR amplification preference and other factors, the distribution of reads in transcripts will show a certain preference, which may affect the results of follow-up analysis. Therefore, in addition to counting the distribution of reads at the genome level and different gene regions, we also evaluated the uniformity of transcripts reads coverage.

**3.5 saturation evaluation of sequencing results**

In order to evaluate the adequacy of the data, the saturation of the number of genes obtained by sequencing is tested to see whether the number of newly detected genes is less and less or not with the increase of the amount of sequencing data, that is, whether the number of genes detected tends to be saturated. The Mapped Data of each sample was used to simulate the saturation of the number of genes detected, and the saturation curve was drawn as shown in figure 6 below.

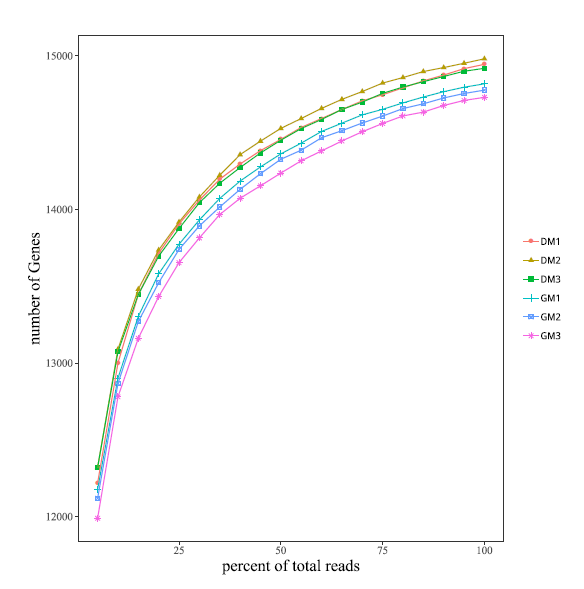

Figure 6: Sequencing saturation results of each sample

**References:**

[1] Kim D, Langmead B, Salzberg S L. HISAT: a fast spliced aligner with low memory requirements[J]. Nature methods, 2015, 12(4): 357-360.

[2] Pertea M, Kim D, Pertea G M, et al. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown[J]. Nature protocols, 2016, 11(9): 1650-1667.

[3] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, et al. (2009) The sequence alignment/map format and SAM tools. Bioinformatics 25: 2078-2079.

[4] Wang K, Li M, Hakonarson H. (2010) ANNOVAR: functional annotation of genetic variants from high throughput sequencing data. Nucleic acids research 38: e164-e164.

**4.Classification of genes and transcripts**

**4.1 mRNA classification**

Messenger RNA (mRNA) is a type of single-stranded RNA that is transcribed from DNA and processed by hnRNA (heterogeneous nuclear RNA) splicing. It carries genetic information and can guide protein synthesis. Thus, mRNA is a transcript that encodes a protein.

**4.2** **Gene classification**

The genes in this study refer to molecules that have the ability to encode proteins, and contains an open reading frame (ORF). A protein coding gene that has at least one transcript with a valid ORF and one or more coding transcripts that contain a polymorphism.

**4.3 lncRNA Prediction and classification**

We used the buffalo reference genome for analysis. The annotation file is GCF_003121395.1(https://www.ncbi.nlm.nih.gov/genome/?term=Bubalus+bubalis), which belongs to parametric transcriptome sequencing and does not involve the process of genome assembly and annotation.

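The deposited expression tables of the GM and DM samples list cattle (Bos taurus) Ensembl identifiers rather than identifiers of the buffalo annotation. Of the 24616 genes in the gene table, 19994 are typed protein_coding, 1222 snRNA, 1153 miRNA, 846 snoRNA, 626 pseudogene, 405 rRNA, 175 misc_RNA and 171 processed_pseudogene. The mitochondrial genome adds 22 tRNA and 2 rRNA genes of the types Mt_tRNA and Mt_rRNA. Every one of the 22118 transcripts in the mRNA table is typed protein_coding, and the ncRNA table holds the 4622 transcripts of the other types. Chromosome names run from 1 to 29, with X and MT, as in the cattle karyotype. The gene table gives positions without naming a build.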

**#Predict the function of lncRNA**

We can predict the target genes of lncRNA through cis and trans interactions and perform GO and KEGG functional analysis of the target genes to establish a regulatory network of lncRNA-target genes-signaling pathways, and use this regulatory network to further predict the involvement of lncRNA in biological processes Features. However, we lack sufficient data to analyze the function of lncRNA, and fail to obtain information about the function of lncRNA.

**4. The overall level of gene expression**

In RNA sequencing, RPKM (expected number of Reads Per Kilobase of transcript sequence per Millions base pairs sequenced) is the number of reads from a gene per kilobase length per million reads, which takes into account both the sequencing depth and the gene. The influence of length on the count of reads is currently the most commonly used method for estimating gene expression levels. The calculation formula is as follows:

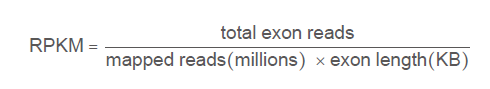

We mapped the bam file obtained by sequencing to the gtf file of the reference species to obtain the gene expression level, and performs regional statistics on the gene expression level of the genome according to the statistical method to reflect the overall expression level of the sample.

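RPKM values in the deposited tables were recomputed here from the counts and the Length column, which gives a length in bases per gene or transcript. For genes, the total by which each sample was scaled equals the sum of its gene counts, for example 35615864 in DM replicate 1 and 40305237 in GM replicate 2. For mRNA and ncRNA transcripts, the total equals the sum of the mRNA and ncRNA counts of the sample. It ranged from 40099188 to 44023107 in GM samples and from 40970216 to 44058142 in DM samples.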

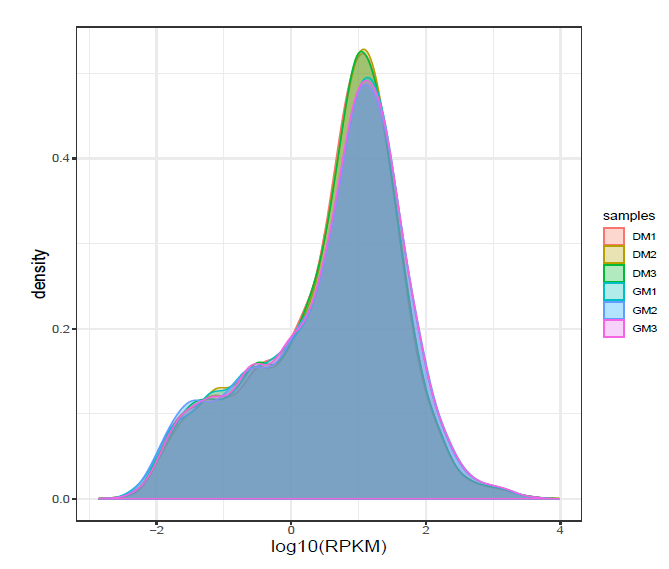

Figure 7: Gene expression density map

**References:**

[1] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B. (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods. 5(7):621-8.

[2] Anders S, Pyl P T, Huber W. HTSeq —a Python framework to work with high-throughput sequencing data[J]. Bioinformatics, 2015, 31(2): 166-169.

**5.Differentially expressed genes** **(DEGs),** **mRNAs (DE mRNAs ) and lncRNAs (DE lncRNAs) Analysis**

The differentially expressed genes (DEGs), mRNAs (DE mRNAs ) and lncRNAs (DE lncRNAs) were analyzed respectively. The gene expression difference analysis was performed using DESeq2 software, and the calculation method was based on the Negative Binomial Generalize Linear Model (Negative Binomial Generalize Linear Model). DESeq2 combines a new feature of methodology-using shrinkage estimation to calculate distribution and multiples of difference. We identified genes with a |log2(Fold Change) |>1 and a Qvalue<0.05 in a comparison as significant DEGs.

Subsequent analysis uses the DESeq2 method to perform differential analysis of mRNAs, lncRNAs. For specific methods, refer to gene expression differential analysis.

**DEGs** were then subjected to enrichment analysis of GO functions, KEGG pathways and others.

**Cluster analysis**

We used the RPKM value of the differential gene under different experimental conditions to use hierarchical clustering (Hierarchical Clustering) analysis to cluster genes with the same or similar expression patterns into clusters, and uses different colored regions to represent different clusters. Class grouping information, so as to judge the clustering mode of the regulation mode under different samples or different experimental conditions.

On the other hands, through two levels of difference multiple (|log2(FoldChange)|>1) and significance level (Qvalue<0.05), we can select the DEGs, DE mRNAs and DE lncRNAs between samples, and determine the number of DEGs, DE mRNAs and DE lncRNAs between samples and the specific significant differential expression. Gene statistics, forming biological volcano maps and cluster heat maps of DEGs, DE mRNAs and DE lncRNAs.

**References:**

[1] Anders S, Huber W. (2010) Differential expression analysis for sequence count data. Genome Biol.11(10):R106.

[2] Gao D, Kim J, Kim H, Phang TL, Selby H, Tan AC, Tong T.A survey of statistical software for analysing RNA-seq data.Hum Genomics. 2010 Oct;5(1):56-60.

[3] Benjamini Y，Hochberg Y. (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society. Series B (Methodological), 57(1):289-300

[4] Love M I, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2[J]. Genome biology, 2014, 15(12): 550.

**6.GO Enrichment Analysis**

Gene Ontology (GO) analysis can annotate the function of each gene, and calculate the most significant function of a specific series of genes through statistical analysis such as Hypergeometric Distribution.

Gene function enrichment analysis is mainly divided into two steps:

**Frist, Gene function annotation:**

The GO function annotation provides annotations for DEGs in terms of molecular function (Molecular Function), Biological Process (Biological Process) and Cellular Component (Cellular Component), thereby providing gene function classification labels and background knowledge of gene function research.

The three annotations included in GO are introduced as follows: (1) Cell composition: each part of the cell and the extracellular environment; (2) Molecular function: The main activities of gene products at the molecular level, such as binding and catalysis; (3) Biological processes : Events or behaviors that occur within the cell, which can define the beginning and the end.

**Second,** **Enrichment analysis:**

According to the GO annotations of genes, select all genes of this species as background genes, use hypergeometric distribution method to calculate the P value, and use P<0.05 as the significance threshold to obtain statistically significant high-frequency annotations relative to the background, thereby obtaining the gene set Distribution information and significance in GO categories.

**References**:

[1] A direct approach to false discovery rates. Journal of the Royal Statistical Society: Series B (Statistical Methodology), Vol. 64, No. 3. (August 2002), pp. 479-498, doi:10.1111/1467-9868.00346

[2] Gene ontology: Tool for the unification of biology. The Gene Ontology Consortium. Nature genetics, Vol.25, No. 1. (01 May 2000), pp. 25-29, doi:10.1038/75556.

[3] Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journalof the Royal Statistical Society. Series B (Methodological), Vol. 57, No. 1. (1995), pp. 289-300,doi:10.2307/2346101.

**7. KEGG pathway Enrichment Analysis**

Biological Pathway analysis is based on the Kyoto encyclopedia of genes and genomes (KEGG) biological pathway database (http://www.genome.jp/). This analysis starts from the perspective of complex regulatory networks and conducts biological pathways on gene collections Enrichment analysis is an important method for studying biological functions. We put the DEGs into biological pathways for comprehensive analysis, and analyze the degree and law of the influence of functional variations on biological pathways, so as to provide help for subsequent verification and functional experiments.

Gene function enrichment analysis is mainly divided into two steps:

**Frist, Gene KEGG biological pathway annotation:**

KEGG pathway annotation provides information on signal transduction and disease pathway annotations for DEGs, thereby providing background knowledge of gene pathways and functional research.

**Second, Enrichment analysis:**

Calculate the P value by Fisher Exact Test, and use P<0.05 as the significance threshold to obtain statistically significant signal transduction and disease pathways relative to the background, so as to obtain the distribution information and significance of the gene set in the KEGG category.

**References:**

[1] KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Research, Vol. 28, No. 1. (01 January 2000), pp. 27-30, doi:10.1093/nar/28.1.27

[2] A direct approach to false discovery rates. Journal of the Royal Statistical Society: Series B (Statistical Methodology), Vol. 64, No. 3. (August 2002), pp.479-498, doi:10.1111/1467-9868.00346

How the deposited data were processed for this re-analysis (not part of the article)

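RNA-seq was analysed for 6 samples of buffalo MuSCs, 3 GM samples and 3 DM samples. The sample labels do not say whether each was a culture of its own. The authors deposited tables for genes, mRNA transcripts and ncRNA transcripts. The count columns hold raw counts per feature, made by the authors by aligning reads with HISAT2 and counting them on an annotation, without normalization. The RPKM columns were made by the authors from these counts, scaled by the deposited Length column and by the sample's summed counts, those of all genes for the gene table and those of mRNA and ncRNA transcripts together for the other tables. The Length column gives the length of each gene or transcript in bases, from the annotation the authors used. The log2 fold changes in the deposited lists of differentially expressed features were computed by the authors, who name DESeq2 in their methods. The p-value and q-value columns of those lists come from the same test by the authors. These lists hold only features that passed the authors' thresholds, so they served for comparison and not as an input. The paper's methods name the buffalo genome, while the deposited tables list cattle Ensembl identifiers and no genome build. No sample column was left unmapped.

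The counts on genes ranged from 35615864 to 40305237 per sample, those on mRNAs from 39758573 to 43745577 and those on ncRNAs from 286037 to 360673. TMM factors for genes lay between 1.03 and 1.04 in GM samples and between 0.948 and 0.983 in DM samples. The 10 genes with the most counts took 8.14 to 8.59% of counts in GM samples and 16.4 to 18.4% in DM samples. Counts of the same gene in replicates differed by more than sampling noise, with a chi-square per degree of freedom of 6.22 to 10.6 between GM samples, 11.7 between DM replicates 1 and 2 and 40.5 to 41.4 between either of these and DM replicate 3.

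Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), with TMM normalization and Benjamini-Hochberg adjustment, on features with at least 10 counts in total over the 6 samples. Calls needed an absolute log2 fold change above 1 and an adjusted p-value under 0.05. Standard errors of log2 fold changes were taken from the F statistic. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2. The lists (796 entries in 9 lists: cell cycle, p53 signaling, RNA transport, calcium signaling, TGF-β signaling, sarcomere and contraction, myogenic regulators and fusion, fibroblast and extracellular matrix, and adipocyte) were written from general knowledge of the pathways the paper names and of cell-type markers. Shares of counts per chromosome were compared with an exact permutation test. Pearson's r between mRNAs and ncRNAs was computed on RPKM over the 6 samples. Tables were read and summarised with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

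The tests, the thresholds, the gene lists, the named genes and the alternatives were set before the data were examined. The genes named in the text are those the paper names as measurements, with MyHC read as the MYH genes; the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM and no overlap between GM and DM samples; and the 2 called members with the largest change in each gene list. ACTB, the other actin genes, the collagen genes and the genes set apart by DM replicate 3 were named after their values were seen. The tests of explanations for single patterns were chosen later, some of them after counts had been seen. Alternatives were DESeq2 1.42.0 in place of edgeR, library size alone or DESeq2's size factors in place of TMM, other filters on low counts (none, filterByExpr, RPKM of at least 1 in more than 50% of samples), no minimum fold change, a test against a fold change of 2, a replicate block, protein-coding genes only, 1 transcript per gene, the gene table's library sizes for ncRNAs, estimated inter-gene correlation, fry, log2(RPKM + 0.1), Spearman's rho and each sample left out in turn.

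The pipeline was tested on simulated data with 200 features changed 4-fold. edgeR recovered 188 genes, 193 mRNAs and 160 ncRNAs, with 2, 1 and 1 unchanged features called. In a separate simulation of gene lists, with a change smaller than 4-fold in well-counted genes, camera recovered the 1 raised list and called none of 9 unchanged lists. Features were drawn independently, with a common dispersion estimated from the GM samples. The simulation therefore does not test camera on correlated genes, nor any method at the larger spread between DM samples.

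The ncRNA table has no transcripts typed as lncRNAs, so the comparison restricted to lncRNAs could not be made. The lncRNA and mRNA pairs of Supplementary Tables 7 and 8 are named by buffalo identifiers and were not joined to the deposited tables. GO and KEGG enrichment was not repeated. RT-qPCR, western blotting and the MYLPF knockdown were not analysed here.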

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

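The tests of ACTB were chosen after its counts had been seen, those of the snoRNAs after their summed counts per sample and, for the miRNAs beside them, their medians had been seen, and those of the fibroblast and extracellular matrix list after the counts of COL1A1, but not of its other genes, had been seen.

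ACTB, which encodes beta-actin, the internal control of the paper's RT-qPCR, is listed in the paper's Supplementary Table 2 with a log2 fold change of -1.51, the paper's value, and its fall is not discussed in the paper's text. Here it fell from 6193 ± 240 CPM in GM samples to 2225 ± 201 CPM in DM samples (SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.076, adjusted p = 6.32e-08 from edgeR), lower in 3 of 3 DM samples. When each sample was left out in turn it stayed between -1.55 and -1.42, and it was -1.58 with library size alone. A few abundant genes that take more of the counts in DM samples would lower all other genes, but per count outside the 50 other genes of highest mean count the log2 fold change of ACTB was still -1.41. Reads shifted to other actin genes would leave the sum of the actin genes unchanged, but the summed counts of ACTA1, ACTA2, ACTB, ACTC1, ACTG1 and ACTG2 fell as well, with a log2 fold change of -0.71. ACTG1 fell by 1.39 and ACTG2 by 0.74, while ACTA1 rose by 3.14 and ACTC1 by 1.31 on the log2 scale, and ACTA2 changed by 0.18. What stays open is a change of the non-muscle actins with the switch to differentiation medium, which may be biological and was found and tested on the same samples. No batch is labelled, so a batch that follows the medium was not tested.

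The snoRNAs are non-coding RNAs that the paper does not discuss as a class. In the gene table 225 of 276 tested snoRNAs were lower in DM samples, with a median log2 fold change of -0.94. edgeR called 77 lower and 11 higher. In the separately normalized ncRNA table the median was -0.69, and it stayed between -0.73 and -0.55 when each sample was left out in turn. A normalization factor moves all ncRNAs of a sample alike, but the median of the snoRNAs less that of the miRNAs in the same table was -1.09, and under every alternative the snoRNA median stayed below 0 (-0.94 to -0.55) and the miRNA median above 0 (0.16 to 0.68). The snoRNAs fell more than the counts of the genes around them: for 164 snoRNAs within a tested protein-coding gene, the median of the snoRNA log2 fold change less that of its host was -0.69 (quartiles -1.37 and 0.20), with 117 of 164 below the host. Across these snoRNAs, which are not independent replicates, Spearman's rho with the host was 0.11. Noise in snoRNAs with few counts lowers rho, and host values are counts on the whole gene. Reads that follow host transcription are therefore not excluded. Among other short RNAs, 84 of 141 tested miRNA genes and 6 of 11 snRNA genes were higher in DM samples. Most snoRNAs have no poly(A) tail, and how much such RNA each polyA-seq library kept was not tested. Lower snoRNA expression in differentiated MuSCs may therefore be biological or arise in the library preparation.

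The list of fibroblast and extracellular matrix genes was higher in DM samples, although the paper does not discuss these genes. Of 60 genes 53 were tested, and 47 were higher and 6 lower, with a median log2 fold change of 1.00 (adjusted p = 1.90e-10 from limma's camera). edgeR called 28, 26 higher and 2 lower, and 28 adjusted over the list alone. The list stayed under 0.05 with an estimated correlation (0.0467). The cultures express 51 of the 53 genes at 1 CPM or more, and 5 of the 60 are in another list. SFRP4 rose by 3.28 and IGFBP5 fell by 4.36 on the log2 scale. COL1A1 took 1.57 to 1.59% of counts in GM samples and 4.12 to 4.50% in DM samples. The rise does not rest on a few genes taking most of the counts, since the 39 members outside the 50 genes of highest mean count had a median of 1.02 per count outside those 50 genes. A larger share of fibroblasts in DM samples is a candidate explanation that cannot be told apart from higher matrix expression by the MuSCs themselves. Of the 36 members at 100 CPM or more, 33 rose and 2 (POSTN and LOXL1) fell with an adjusted p-value under 0.05 from edgeR, and no count of cells by type was analysed here. The switch of medium, which the design names, stays open and untested as well.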

How the results depend on the processing

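The tests against other splits of the samples and all alternatives were chosen before the results were seen. Counts of calls are given as genes, mRNAs and ncRNAs. Of 132 counts under an alternative, 105 stayed within 1.5 times the reported count and 27 did not.

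With the RPKM rule, edgeR called 2197 genes (1232 higher, 965 lower), 2264 mRNAs (1297 higher, 967 lower) and 88 ncRNAs (46 higher, 42 lower), from fewer features tested. The rule also removes features that reach the RPKM minimum in a single group, and 1857 of the 3936 called genes were lost. A test against a fold change of 2 gave 2293 genes (1398 higher, 895 lower), 2510 mRNAs (1541 higher, 969 lower) and 29 ncRNAs (22 higher, 7 lower), being a stricter test. No minimum fold change gave 9813 genes (4920 higher, 4893 lower), being a looser rule. For ncRNAs lower in DM samples, DESeq2 gave 51, filterByExpr 48 and the gene table's library sizes and TMM factors 119, against 78; the cause was not tested. Across the 6 fits that each left out one replicate, 90 to 126 ncRNAs were called, with 42 to 68 of them lower. The other alternatives gave 3525 to 3995 genes, 3729 to 4309 mRNAs and 100 to 166 ncRNAs. With library size alone, 3680 of the 3936 genes and 3822 of the 4184 mRNAs were called again, and no called gene or mRNA changed its sign. The pairing of GM and DM replicates was checked before a replicate block was fitted: r between deviations of the same number was -0.0447 to -0.00636 across genes. Between different numbers it was -0.0335 to 0.0503, so no pairing by number was seen. A shared origin that leaves no such trace is not excluded. With the replicate block edgeR called 3837 genes, 4094 mRNAs and 123 ncRNAs.

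Of the 9 gene lists, 7 changed sides of 0.05 under some alternative. Under fry the TGF-β (0.00253), adipocyte (0.000819), myogenic (0.00086) and p53 (0.000284) lists passed as well. Fry does not compare a list with the other genes, so these passes do not set the lists apart. With an estimated correlation calcium signaling (0.0779), cell cycle (0.109) and sarcomere (0.262) no longer passed. The myogenic list passed with library size alone (0.0398) and with the replicate block (0.0478), was at 0.342 with an estimated correlation, and ranged from 0.0250 to 0.0764 across the 6 fits that each left out one replicate. It passed without each of the GM replicates (0.0374, 0.0250 and 0.0451). The cause was not tested.

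For 47 named genes, 415 of 421 alternatives kept the direction and the call. BCL2 (log2 fold change -0.12, adjusted p = 0.729 from edgeR) changed direction, with -0.45 to 0.041 across the 6 fits that each left out one replicate. It was 0.041 without DM replicate 1 and 0.02 without DM replicate 2. PAX7 (-0.92) was called with library size alone (-1.02) and without DM replicate 1 (-1.11), MYOD1 (0.90) without DM replicate 3 (1.14), and PAX3 was not called with DESeq2 (adjusted p 0.0728, against 0.0182 to 0.0450 in the others). The 11 genes of Figure 5 kept their direction in all 9 alternatives tried. Chromosome groups without overlap numbered 20 to 31, against 27.

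Pairs of called mRNAs and ncRNAs with an absolute r of at least 0.9 made up 48.2% of 577392 pairs, 55.7% on log2(RPKM + 0.1), 14.1% with Spearman's rho and 6.06% after each group's mean was subtracted. The difference between GM and DM samples carries most of these correlations, by construction of the last setting. The restriction to transcripts typed as lncRNAs was not run, as the ncRNA table has none. Without GM replicate 1 or 2, PAX3 fell under 10 counts and gave no value. Few counts limit the ncRNAs most: only 822 of 1569 with a count reached 10 counts in total.

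Among the 10 splits of the 6 samples into 3 and 3, 1 split, the real one, gave as many calls at each of the levels of genes, mRNAs and ncRNAs. A p-value from camera as small as in the real split was given by 1 of 10 splits for the RNA transport, cell cycle, fibroblast and sarcomere lists, 2 for the calcium and myogenic lists, 3 for p53, 5 for adipocyte and 6 for TGF-β. With 10 splits the share is never under 0.1.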

Differences from the paper's values

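No test in this part was chosen after a result was seen. The paper lists 57640 mRNAs and 11357 lncRNAs, and the deposited tables list 22118 mRNA and 4622 ncRNA transcripts. In the paper's Supplementary Table 1 the median number detected per sample is 49909 mRNAs and 6327.5 lncRNAs, against 16806 mRNAs and 1026 ncRNAs with a count here. No alternative set before the data were examined applies to these numbers.

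The paper reports 12227 DE mRNAs, 7505 higher and 4722 lower in DM samples, where edgeR called 4184, 2531 higher and 1653 lower. It reports 1352 DE lncRNAs, 831 higher and 521 lower, where edgeR called 138 ncRNAs, 60 higher and 78 lower. None of the 14 alternatives set before the data were examined closed any of these gaps, among them DESeq2 and the RPKM rule, which the paper names. They could not change the features listed, which types no ncRNA as lncRNA. The 1352 outnumber the ncRNAs tested (822) in all fits but the one with no filter (1569). The authors' own deposited lists hold 4164 mRNAs and 136 ncRNAs, which argues against the choice of test as the source of the gaps. The paper gives most of its DE lncRNAs as higher in DM samples, while here 43.5% of the called ncRNAs were higher. Most were higher, as in the paper, with DESeq2 (53.2%), no filter on low counts (50.6%), the RPKM rule (52.3%), filterByExpr (52.0%), a test against a fold change of 2 (75.9%), without GM replicate 1 (53.3%) and without GM replicate 3 (51.9%).

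The paper gives a rise of almost 60-fold for MYLPF by RT-qPCR, and the RNA-seq fold change was 17.9. None of the 9 alternatives set before the data were examined closed the gap. For the paper's other RT-qPCR values, bars were read by eye, and the readings were taken down after the RNA-seq counts of these genes had been seen. In Figure 5A, read by eye, C1QTNF6 rose about 6.2-fold, CPZ 45-fold, VDR 4.7-fold and ISLR 48-fold. Here they rose 7.72-fold, 43.9-fold, 6.82-fold and 53.2-fold, each within 1.5 times. VDR left that range without GM replicate 3 (7.23-fold) and without DM replicate 3 (8.12-fold). MCM7 was higher in GM samples about 3.8-fold in Figure 5B, read by eye, against 4.10-fold. The values that follow were further apart. MYOG rose about 27-fold in Figure 5A and about 120-fold in Figure 1D, both read by eye, against 3.16-fold here. PLAC9 rose about 18-fold in Figure 5A, read by eye, against 10.9-fold, and the value without GM replicate 2, 12.4-fold, is within 1.5 times of it. MYOD1 rose about 50-fold in Figure 1D, read by eye, against 1.86-fold. PCNA was higher in GM samples about 5.5-fold in Figure 5B, read by eye, against 3.53-fold, and the value with library size alone, 3.77-fold, comes within 1.5 times of it but leaves most of the gap. CCND1 was higher in GM samples about 14-fold in Figure 5B, read by eye, against 7.49-fold, and the value without DM replicate 3, 10.5-fold, is within 1.5 times of it. SEMA7A was higher in GM samples about 3.8-fold in Figure 5B, read by eye, against 47.3-fold. BCL2 and PAX7 were higher in GM samples about 20-fold and about 56-fold in Figure 1C, read by eye, against 1.09-fold and 1.89-fold. For PLAC9, PCNA and CCND1 none of the other 8 alternatives set before the data were examined came within 1.5 times of the paper's value, and for MYOG, MYOD1, SEMA7A, BCL2 and PAX7 none of the 9 did.

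The paper states that BCL2 is significantly higher in GM samples by RT-qPCR. In the RNA-seq its log2 fold change was -0.12 (standard error 0.29, adjusted p = 0.729 from edgeR). The paper also gives PAX7 as higher in GM samples and MYOD1 as higher in DM samples, and the RNA-seq had the same directions (-0.92 and 0.90) below the fold change threshold. PAX7 passed it with library size alone (-1.02) and without DM replicate 1 (-1.11), and MYOD1 without DM replicate 3 (1.14).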

Other observations

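The tests of the RT-qPCR values and of the mitochondrial genes were chosen after the values were seen, and the test of the correlations before.

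If the fall of ACTB, the internal control, had set the RT-qPCR values apart from the RNA-seq values, RT-qPCR log2 fold changes would exceed those of RNA-seq by a similar amount for all genes, in the direction of DM samples. The difference between them has a median of 0.72 over 9 comparisons of genes higher in DM samples, 6 of them positive, among them MYLPF with 1.74. Over 7 comparisons of genes lower in DM samples the median is -0.64, with 3 positive. The differences go both ways in either direction, and all but that of MYLPF rest on bars read by eye, so a shift by ACTB cannot be told apart from other differences between the assays.

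The 13 mitochondrially encoded mRNA genes held at most 29 counts in any sample and 352 in total over the 6 samples, and 6 of them had none. Removal of all mitochondrial reads before counting would have emptied the mitochondrial rRNA genes too, but these held 12120 to 21674 counts per sample. No biological explanation was tested.

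Among pairs of mRNAs and ncRNAs that were not called, 7.30% of 8322912 pairs had an absolute r of at least 0.9. Among called pairs the share fell to 6.06% once each group's mean was subtracted, and among uncalled pairs to 3.94%. This is consistent with the difference between GM and DM samples as the source of most correlations between called transcripts. The 6 samples form 2 groups, so r over all samples says little about regulation of one transcript by another.

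Supplementary Table 2, of which the copy used here holds 1864 of the paper's 4820 genes, shares 1558 symbols with the genes tested here. The sign of the log2 fold change was the same for 1557, and the median absolute difference was 0.04. The median ratio of the counts in the deposited table to the paper's was 0.763 in GM samples and 0.765 in DM samples, and it was under 0.5 for 238 genes. For 1518 of the 1558, edgeR made a call here. Supplementary Table 4 holds 1352 transcripts, of which 847 are typed lncRNA. The other 505 include 380 misc_RNAs of protein-coding genes and 113 snoRNAs, 108 of them lower in DM samples. In that table the paper's log2 fold changes of LOC102399397 are -5.51 to -4.68 over 5 transcripts, while Figure 5C draws its RT-qPCR value higher in DM samples. The paper's values for the other lncRNAs of Figure 5C are -5.13 to -4.81 for LOC112581569, 4.84 for LOC102394806, 5.42 to 5.53 for LOC102395296, 6.31 for LOC102403551, 5.80 for LOC112584513 and 3.43 to 5.87 for LOC112586870. GM samples held 0 counts of LOC102403551, of LOC112584513 and of the LOC112586870 transcript at 5.87. DM samples held at most 3 counts of any LOC112581569 transcript. By the rule used here, these changes are against a group at the detection limit.

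Supplementary Table 6 holds 277 pathways, fewer than the paper's text gives, and 57 of them have a p-value under 0.05 in the paper's own column. DEGs make up a median of 7.14% of a pathway's background genes, and 18 of the 57 pathways lie below that median. Olfactory transduction (5 of 1774 genes, 0.282%) has the paper's p-value of 4.02e-44, and ribosome (19 of 951 genes, 2.00%) one of 1.1e-10. Cell cycle has 51 of 184 genes and p53 signaling 23 of 109, while calcium signaling has 8 of 236 (3.39%), with the paper's p-value of 0.0472 and a corrected one of 1. RNA transport has 40 of 305 genes (13.1%), with the paper's p-value of 0.000213 and a corrected one of 0.0554. TGF-β signaling has 14 of 102 (13.7%), with the paper's p-value of 0.0195, which was not under 0.05 after correction.

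DM replicate 3 differs most from its replicates. Of 8981 genes at 10 CPM or more, 51 were more than 2-fold from the other replicates of the group in DM replicate 3, against 9 and 11 in DM replicates 1 and 2 and 1 to 5 in the GM samples. In DM replicate 3, 7SK had 7882 counts against 732 to 833 in the other 5 samples. ENSBTAG00000045544 had 2634 against 0 to 7. LAMA1 had 2069 against 324 and 390 in DM replicates 1 and 2, and 4282 to 5030 in the GM samples. These 3 genes were chosen after their values were seen. No explanation was tested, and a test for a single deviating sample was not made in groups of 3.

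In the adipocyte list 22 of 35 genes were tested, and 17 were higher and 5 lower in DM samples, with a median log2 fold change of 0.40 (adjusted p = 0.108 from limma's camera). edgeR called 6, 4 higher and 2 lower, and 6 adjusted over the list alone. FABP4 was at least 5.51-fold higher in DM samples, and PPARG fell by 3.73 on the log2 scale. CDK2, which the paper measured by western blotting, fell by 1.45 on the log2 scale, from 33.2 ± 0.512 to 12.2 ± 0.775 CPM. Expression of PAX7 was 18.5 ± 0.174 CPM in GM samples and 9.77 ± 3.25 CPM in DM samples, that of MYOD1 32.5 ± 3.10 and 60.5 ± 18.8 CPM, and that of BCL2 2.18 ± 0.423 and 2.00 ± 0.707 CPM.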
